# Pien-Tze-Huang prevents hepatocellular carcinoma by inducing ferroptosis via inhibiting SLC7A11-GSH-GPX4 axis

**DOI:** 10.1186/s12935-023-02946-2

**Published:** 2023-06-06

**Authors:** Xiangying Yan, Yudong Liu, Congchong Li, Xia Mao, Tengteng Xu, Zhixing Hu, Chu Zhang, Na Lin, Ya Lin, Yanqiong Zhang

**Keywords:** Hepatocellular carcinoma, Pien-Tze-Huang, Ferroptosis, Solute carrier family 7 member 11, Glutathione, Glutathione peroxidase 4

## Abstract

**Background:**

Malignant transformation from hepatic fibrosis to carcinogenesis may be a therapeutic target for hepatocellular carcinoma (HCC). The aim of this study was to evaluate anti-cancer efficacy of Pien-Tze-Huang (PZH), and to investigate the underlying mechanisms by integrating transcriptional regulatory network analysis and experimental validation.

**Methods:**

A diethylnitrosamine (DEN)-induced HCC model in rats was established and used to evaluate the anti-cancer efficacy of PZH. After detecting a transcriptomic profiling, the “disease-related gene–drug effective target” interaction network was constructed, and the candidate targets of PZH against malignant transformation from hepatic fibrosis to HCC were identified and verified in vitro.

**Results:**

PZH effectively alleviated the pathological changes of hepatic fibrosis and cirrhosis, and inhibited tumor formation and growth in DEN-induced HCC rats. Additionally, the administration of PZH reduced the levels of various hepatic function-related serological indicators significantly. Mechanically, a ferroptosis-related SLC7A11-GSH-GPX4 axis might be one of potential targets of PZH against malignant transformation from hepatic fibrosis to HCC. Especially, high SLC7A11 expression may be associated with poor prognosis of HCC patients. Experimentally, the administration of PZH markedly increased the trivalent iron and ferrous ion, suppressed the expression levels of SLC7A11 and GPX4 proteins, and reduced the GSH/GSSG ratio in the liver tissues of DEN-induced HCC rats.

**Conclusions:**

Our data offer an evidence that PZH may effectively improve the hepatic fibrosis microenvironment and prevent the occurrence of HCC through promoting ferroptosis in tumor cells via inhibiting the SLC7A11-GSH-GPX4 axis, implying that PZH may be a potential candidate drug for prevention and treatment of HCC at an early stage.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12935-023-02946-2.

## Introduction

Liver cancer is the top 10 most prevalent cancer worldwide, with 905,677 people suffering from it in 2021, having caused 830,180 deaths and being the third leading cause of cancer deaths [1]. As one of the most important and common type of liver cancer, hepatocellular carcinoma (HCC) is often developed from hepatic fibrosis, 30% of patients with hepatic fibrosis will develop cirrhosis, and more than 80% of these patients may eventually develop HCC, posing a serious risk to the life and health of patients [2]. Liver resection, liver transplantation, ablation therapy, etc*.* are often carried out as the therapeutics for HCC at the early stage; in contrast, the targeted drug—sorafenib and interventional therapies such as radiotherapy and chemotherapy have become the main treatment methods for HCC patients at the late stage [3]. Considering the unfavorable clinical efficacy and various side effects of the exsiting therapeutics strategies, it is of great significance to develop novel drugs for controlling the aggressive progression from hepatic fibrosis to HCC at the early stage.

Drug repositioning is a research strategy to discover new indications for existing drugs, which has the advantages of low research and development cost, time-saving and labor-saving in the process of new drug development [4]. In recent years, traditional Chinese medicine (TCM) has shown unique advantages in tumor treatment [5]. Growing clinical evidence show that TCM combined with chemotherapy drugs may improve patients' survival quality, prolong survival period, reduce the side effects caused by chemotherapy and targeted drugs and alleviate patients’ pain [6]. Pien-Tze-Huang (PZH), a Chinese patent drug approved and marketed by CFDA, has been extensively used for the treatment of various inflammatory diseases and human cancers, such as colorectal cancer, osteosarcoma, etc. [7–9]*.* In particular, PZH has shown favorable efficacy in the treatment of viral hepatitis and HCC. The clinical efficiency of PZH reached 67.25–72.86% when used alone for the treatment of viral hepatitis [10–12] and increased to 59.6–85.3% when used in combination (herbal medicine, chemotherapy, radiotherapy) for the treatment of HCC [13, 14]. PZH treatment can effectively improve HCC patients' symptoms of little food, dry mouth and throat, weakness, fever, pancytopenia, hepatomegaly, jaundice, greasy coating and abdominal distension [12, 13]. However, whether PZH may interfere with the malignant transformation from hepatic fibrosis to HCC and its underlying pharmacological mechanisms have not been fully elucidated.

In the current study, we firstly evaluated the pharmacological efficacy of PZH against the malignant transformation from hepatic fibrosis to HCC based on a diethylnitrosamine (DEN)-induced HCC model in rats, and then performed the transcriptomics profiling related to the disease progression and drug efficacy using liver tissues collected from normal group, DEN model group and PZH administration group. After screening HCC-related genes and PZH effective genes, the “disease gene-drug target” interaction network was constructed and the core regulatory genes were screened by calculating the nodes’ topological features, which were further experimentally validated in vivo.

## Methods

### Animal experiments

Male Sprague–Dawley (SD) rats (n = 48, 200–220 g in weight) were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. (Production License No. SCXK 2016–0011, Beijing, China) and housed at the Experimental Animal Center, Institute of Fundamental Research, Chinese Academy of Traditional Chinese Medicine, Beijing, China. All rats were housed under specific pathogens-free conditions, with a constant temperature of 24℃ ± 1℃ in a 12-h light/12-h dark cycle room and were fed with ad libitum water and food access. Prior to the experiments, the rats were allowed a 1-week acclimatization period.

A total of 48 SD rats were randomly divided into four groups: normal control (n = 12), DEN model (n = 12), DEN + PZH low-dose (n = 12), and DEN + PZH high-dose (n = 12) groups. Rats in the normal control group were fed a normal diet. DEN model, DEN + PZH low-dose and DEN + PZH high-dose groups were injected intraperitoneally with 0.01% DEN (catalog number N0756, Sigma Aldrich, St. Louis, MO, USA) weekly by the experimentalists for a period of 16 weeks. Besides, rats in the DEN + PZH low dose group were given with 0.01 g/kg/day PZH (Zhangzhou Pien-Tze-Huang Pharmaceutical Co., Ltd., Zhangzhou, China), while rats in the DEN + PZH high dose group were given with 0.04 g/kg/day PZH.

The body weight of all rats was recorded at least once a week during the experiment. The experiment was carried out for 16 weeks, and the rats were executed at the 11, 14 and 16 weeks, with three rats in each group. Before execution, the rats were fasted for 12 h and water was ingested normally. On the day of execution, the rats were weighed and injected intraperitoneally with 0.3% sodium pentobarbital (1 ml/100 g), and kept warm with an electric blanket during anesthesia. When the rats were deeply anesthetized, blood was collected from the abdominal aorta using a disposable blood collection needle. In addition, the liver and kidney were collected from each rat, weighed and recorded, and the ratio of liver (kidney) to body weight was calculated as the liver index (kidney index). The livers were also photographed and recorded. The blood of rats was centrifuged to obtain serum, which was quickly stored in -80℃ refrigerator together with livers and kidneys.

### Hepatic fibrosis and HCC, ferroptosis -related serum markers detection

Blood samples from rats were collected through the orbital venous system. Serum levels of alkaline phosphatase (ALP), alanine aminotransferase (ALT), aspartate aminotransferase (AST), total serum protein (TP), hyaluronic acid (HA), a marker of hepatic fibrosis, and tumor serum marker alpha fetoprotein (AFP), reduced glutathione (GSH) and oxidized glutathione (GSSG), were measured using enzyme linked immunosorbent assay (ELISA) kits (YJ003360, YJ059335, YJ059334, YJ601216, YJ358140, ml003120, LOT20220704A, Shanghai Enzyme Linked Biotechnology Co., Ltd.)

### Histopathological evaluation

After removing the liver, the liver was fixed in 10% formalin, and following routine procedures, the paraffin was cut into 3 μm sections. The slices were fished in a water bath at 43 °C, then moved to a 43 °C section extension table for spreading and placed in a 60 °C oven for 2 ~ 4 h and overnight at 37 °C. After dewaxing and rehydration, the sections were stained with hematoxylin and eosin, and finally sealed with neutral gum, observed under a light microscope and photographed for pathology.

### Gene expression profiling

Liver tissues from normal, DEN model and PZH administration groups were collected, and mRNA-Seq Illumina NovaSeq 6000 (Illumina, CA, USA) were performed to obtain the transcriptomic dataset of rat liver tissues. The data set consisted of transcriptomic data from liver tissues of three normal rats, three DEN model rats and three rats in the PZH administration group. Using |log Fold Change|> 2, *P* < 0.001 as the intergroup difference screening criteria, the intergroup difference genes between the DEN model group and the normal group was screened to obtain the HCC-related genes; the intergroup difference genes between the PZH administration group and the DEN model group was screened to obtain the PZH effective genes. The gene expression data have been uploaded and are publicly available in the NCBI GEO database (GEO No. GSE221790, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221790).

### Network construction analysis

A total of 1956 differentially expressed genes were identified by comparison of [MOD *vs.* CON] and [PZH *vs.* MOD], which were respectively indicated as HCC-related genes and PZH effective genes. Then, the “disease gene-drug target” interaction network was constructed using the links among the HCC-related genes and PZH effective genes, and was imported into Cytoscape (version:3.9.1). Cytohubbe, one of Plug-in of Cytoscape was used to calculate the three network topological features, including nodes’ degree, betweenness, and closeness, and the nodes whose topological feature values are greater than one times the median of all nodes was selected as the core nodes in the network for the next pathway enrichment analysis.

### Pathway enrichment analysis

Based on the database for Kyoto Encyclopedia of Genes and Genomes (KEGG, Encyclopedia of Genes, https://www.kegg.jp/) and the Database for Annotation, Visualization and Integrated Discovery (DAVID, Bioinformatics database, https://david.ncifcrf.gov/, version: 6.8), functional enrichment analysis was performed for the above core genes, and the correction method was chosen Bonferroni, with *P* values < 0.05 were used to select pathways.

### Evaluation on associations of SLC7A11 expression with HCC progression and patients’ prognosis

A HCC dataset [TCGA Provisional, Tumor Samples with mRNA data (RNASeqV2) (373 samples)] was collected from the TCGA database (https://cancergenome.nih.gov/), including solute carrier family 7 member 11 (SLC7A11) mRNA expression data in HCC clinical samples for statistical analysis of clinicopathological characteristics and prognostic relevance.

### Prussian blue iron stain

Iron staining was performed using the Prussian Blue Iron Stain kit (With Eosin) (G1424, Solarbio). The kit consisted of A1: Perls staining solution A and A2: Perls staining solution B. After routine dewaxing and rehydration of liver paraffin sections, A1 and A2 were mixed in equal amounts, and the sections were stained with Perls working solution dropwise for 25 min, washed with PBS for 3 min, washed twice, and then the background was lightly stained with eosin staining solution for 15 ~ 30 s, and finally rinsed with tap water for 3 s. Finally, the sections were dehydrated, transparent, and sealed. The nuclei as well as other tissues were stained red, while iron-containing heme or trivalent iron was stained blue. The staining results were quantitatively analyzed using ImageJ software.

### Fe^2+^ content testing

The Fe^2+^ content in rat liver tissues was detected using the Ferrous Content (Ferrous Zine Colorimetric Assay) Kit (ml518042, Shanghai Enzyme Linked Biotechnology Co., Ltd.). Liver tissues of rats were cut up and homogenized in an ice bath by adding a certain proportion of the extract. The extracts were centrifuged at 12,000 rpm for 5 min at 4 °C. The supernatant was removed and placed on ice for testing. The samples were incubated with the assay reagent for 15 min at room temperature and the absorbance was measured at 562 nm using a visible spectrophotometer.

### Immunohistochemistry staining

Immunohistochemical staining was performed using a rabbit/mouse two-step detection kit (Cat No. SV0002/SV0001, Boster Biological Technology Co., Ltd.) and DAB kit (Cat No. AR1027, Boster Biological Technology Co., Ltd.). The antibody was glutathione peroxidase 4 (GPX4, dilution 1:2000, 67763-1-Ig, Proteintech). The experimental method as well as the staining score were performed based on our previous studies [15].

### Western blot analysis

To evaluate the regulatory effects of PZH on the expression levels of SLC7A11 protein in the liver tissues of different groups, western blot analysis was performed according to the protocol in our previous study [15]. The detailed information on these antibodies is provided as follows: SLC7A11 (dilution 1:2000, host species: Rabbit, ab175186, Abcam), glyceraldehyde-3-xphosphate dehydrogenase (GAPDH, dilution 1:5000, host species: Mouse, 60004-1-IG, Proteintech), HRP-conjugated Affinipure Goat Anti- Mouse IgG(H + L) (dilution 1:5000, SA00001-1, Proteintech), Anti-Rabbit IgG, HRP-linked Antibody (dilution 1:5000, 7074S, Cell Signaling).

### Statistical analyses

All data were statistically analyzed using GraphPad Prism (version 9.1.2). Data are expressed as mean ± standard deviation (SD), and one-way ANOVA was used for the 3 groups, with two-way comparisons between the two groups that differed. *P* values < 0.05 were considered significant.

## Results

### PZH attenuates DEN-induced hepatic fibrosis and cirrhosis, and inhibits tumor formation and growth

To verify whether PZH could play a role in reversing the malignant transformation from hepatic fibrosis to HCC, we evaluated the pharmacological effects of PZH based on a DEN-induced HCC model in rats (Fig. 1A). During the experiment, one rat in the PZH high-dose group died. As shown in Fig. 1B, DEN injury in rats led to progressive hepatic fibrosis and cirrhosis, followed by HCC. The liver surface of the control rats was smooth, red in color and soft in texture. After 11 weeks of modeling, DEN caused hepatic fibrosis in the rats, with fine particles as well as a small number of protrusions on the liver surface, advanced fibrosis and cirrhosis at 14 weeks, with a rough liver surface and uneven edges, and a large number of white bumps visible, and all rats had obvious tumor lesions at 16 weeks, with multiple white nodules on the liver surface with hemorrhage, a hard texture and an increased volume. The administration of PZH significantly inhibited fibrosis progression and tumor formation. Figure 1C displayed the histopathological changes in the liver tissues of different groups. Among them, the morphology of the normal liver tissues showed the intact hepatic lobule structure, hepatocyte cords arranged radially around the veins, and hepatocytes of uniform size. By 11 weeks of DEN injury, the liver tissues of the model rats showed fibrosis and sclerosis, with a large number of fibroblasts and fibroblasts (indicated by blue arrows in Fig. 1C) appearing, the central vein disappearing, hepatocyte cords becoming disorganized, and hepatocytes enlarging. At week 14, the liver tissues of DEN rats showed pseudo lobules, a large number of vacuoles and deformed fatty oil droplets (indicated by green arrows in Fig. 1C). HCC had formed by week 16, and the liver of DEN rats showed deep stained nuclei, increased karyoplasmicratio (indicated by black arrows in Fig. 1C), inconsistent hepatocyte size and disorganized arrangement, along with inflammatory cell infiltration. Under PZH treatment, hepatic fibrosis was reduced in DEN rats, hepatocyte morphology improved, and with increasing doses, the structure of liver lobules became intact, and vacuolation and steatosis were greatly reduced (Fig. 1C).

**Fig. 1:**
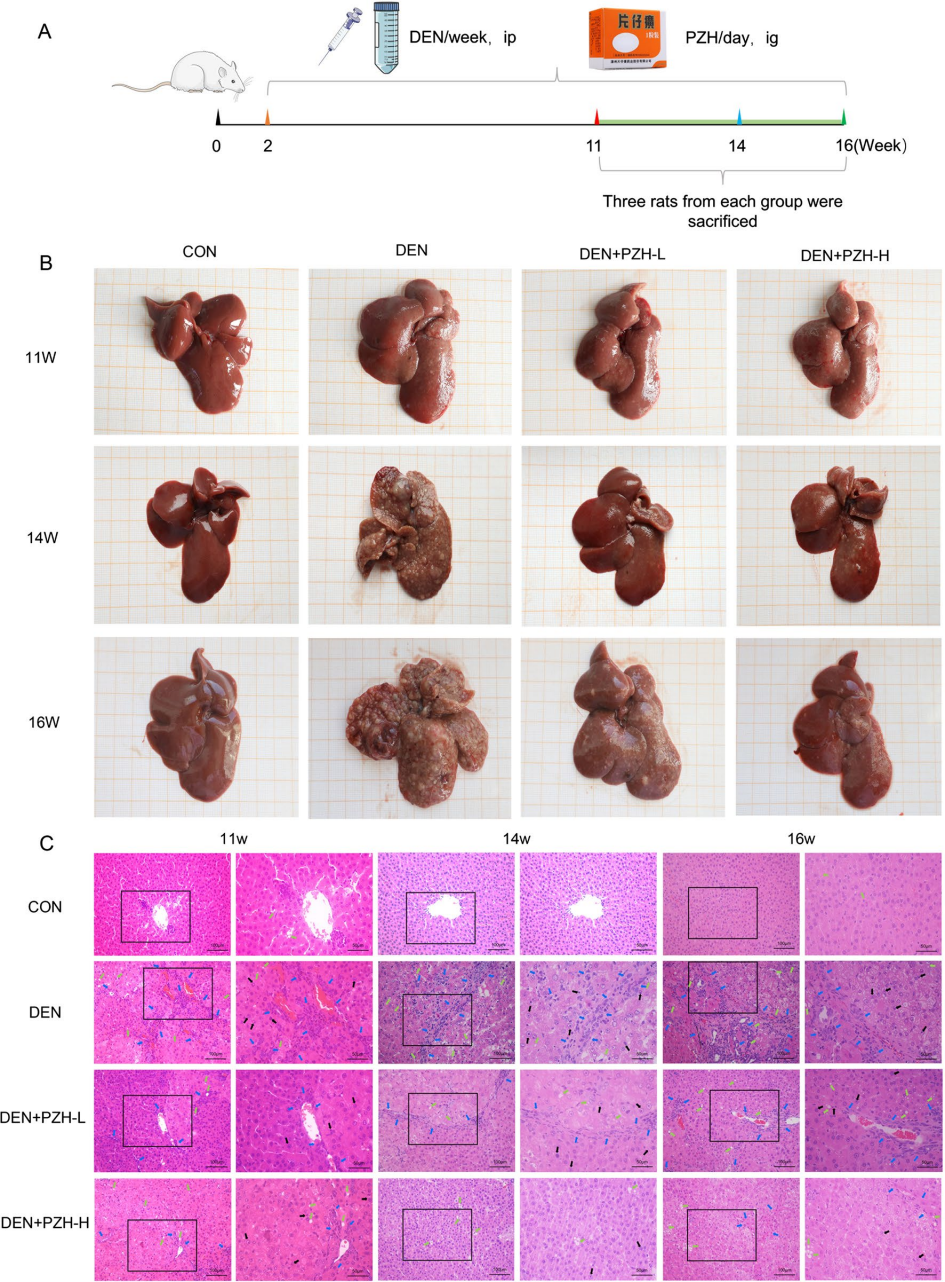
Animal experimental protocols and the pharmacological effects of PZH on tumor lesions, and pathological changes of the liver tissues obtained from different groups. **A** Animal experimental protocols. **B** Tumor lesions in the liver tissues of rats in different groups. **C** Pathological changes of the liver tissues of rats in different groups. blue arrows represent hepatic fibrosis, cirrhosis and inflammation; green arrows represent steatosis; black arrows represent enlarged nuclei, deep staining and white nodules

### PZH attenuates DEN-induced hepatic and renal pathological damage, improves hepatic function, and inhibits fibrosis and tumorigenesis

By monitoring the body weight of rats for 16 weeks, we observed that PZH effectively improved the body weight reduction in DEN rats caused by the occurrence and progression of HCC, and further autopsy of rats showed that their liver and kidney pathological damage was also significantly alleviated. Starting from the 2nd week of administration, the body weights of the DEN model, PZH low and high dose groups were dramatically lower than the normal group (all* P* < 0.05, Fig. 2A). The body weights of the DEN model group decreased at week 9, week 13, and after PZH treatment, the body weights of the PZH low and high dose groups increased rapidly from week 11 and were markedly higher than the model group at week 14 (all* P* < 0.001). After 14 weeks, the liver index (all* P* < 0.01, Fig. 2C) and kidney index (all* P* < 0.05, Fig. 2B) of the DEN model group were higher than those of the normal control group. After 16 weeks of treatment, the PZH low and high dose groups observably reduced the liver index (all* P* < 0.05) and kidney index (all* P* < 0.01) in DEN-induced rats. We examined the hepatic function-related serum indices and fibrosis and tumor-related serum markers in rats, and found that PZH significantly improved hepatic function, and inhibited fibrosis and tumor progression in DEN-induced HCC rats (Fig. 2). ALP, ALT, and AST were significantly higher in DEN-induced HCC rats than in normal controls at weeks 11 and 16 (all *P* < 0.05, Fig. 2D–F). The hepatic fibrosis markers (HA) and tumor serum markers (AFP) were dramatically higher in the DEN model group than in the normal control group, showing a time-dependent increase (all *P* < 0.05, Fig. 2H–I). In contrast, TP of DEN model rats were statistically different only at 14 weeks compared with the normal control group (*P* < 0.01, Fig. 2G). After the treatment of low-dose PZH, ALP, AST, ALT, TP, HA, and AFP were decreased in DEN-induced rats (all *P* < 0.05, Fig. 2D–I), similar to the changes of the PZH high-dose group (all *P* < 0.05 Fig. 2D–I), except TP without any significant differences.

**Fig. 2:**
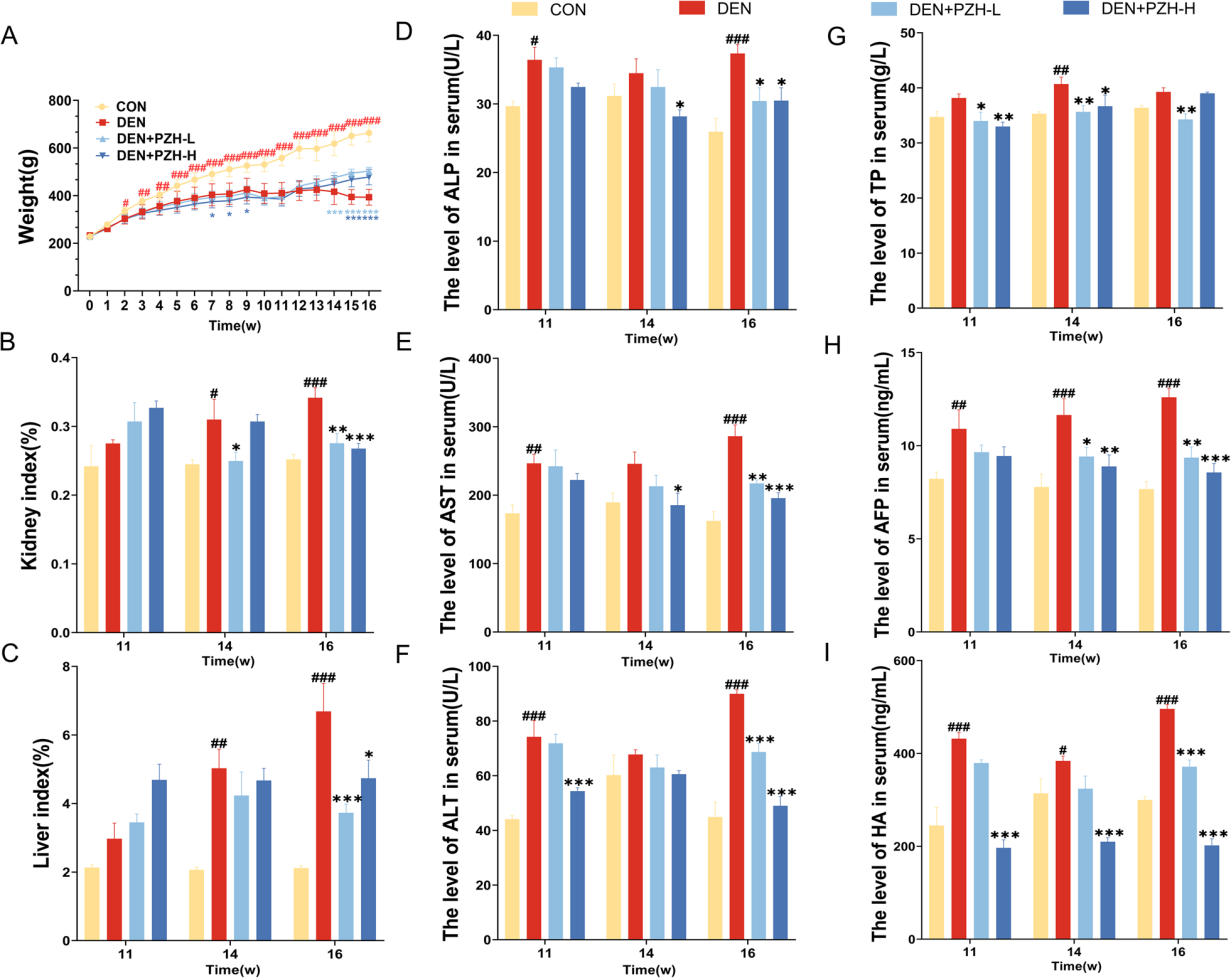
Pharmacological effects of PZH on body weight, renal index, liver index and hepatic function-related serum indices (ALP, AST, ALT, TP) as well as fibrosis (HA) and tumor-related serum markers (AFP) in rats with DEN-induced HCC. **A** Body weights of rats in different groups. **B** Renal index of rats in different groups. **C** Liver indices of different groups of rats. Serum ALP (**D**), AST **(E**), ALT (**F**), TP (**G**), AFP (**H**), and HA (**I**) levels. Data are expressed as mean ± standard deviation. ^#^*P* < 0.05, ^##^* P* < 0.01, ^###^* P* < 0.001, compared with normal group; ^*^ P < 0.05, ^**^ P < 0.01, ^***^ P < 0.001, compared with DEN group

### PZH has a potential to reverse the malignant transformation from hepatic fibrosis to HCC

In order to identify the effective genes of PZH in the malignant transformation process of “hepatic fibrosis-HCC”, we collected liver tissues from normal control, DEN model and PZH administration groups and performed mRNA sequencing to obtain transcriptomic datasets of the rat liver tissues. 

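Liver RNA from 9 rats was sequenced on an Illumina NovaSeq sequencer, with 1 library for each of 3 normal control, 3 DEN model and 3 PZH administration rats. The DEN model and PZH administration rats had received the liver carcinogen diethylnitrosamine at 0.01% by weekly injection, and the PZH administration rats were also given PZH, a traditional Chinese formula. The deposited labels attach a PZH treatment to the M rats as well as to the G rats, and the M rats were taken as the DEN model group because the paper's Methods list 3 rats in each of the 3 groups. The paper's text does not name the PZH dose or the week of collection of each sequenced rat. The authors deposited the number of reads counted on each of 32883 genes, without normalization, beside FPKM values and their own comparisons of the groups. The read counter and the genome build are not named in the paper's text, and gene positions are given in the coordinates of the authors' file. Total counts per rat ranged from 16115709 to 16412520 in the normal control group (median 16305745), from 15259441 to 16641954 in the DEN model group (median 15834782) and from 14922973 to 27161496 in the PZH administration group (median 15471892). A floor of 3 counts corresponded to between 0.125 and 0.252 CPM (counts scaled to an equal library size), depending on the rat, and this floor covers counting error only. Across genes, Spearman's rho between rats of the same group was between 0.966 and 0.974 in the normal control group, between 0.965 and 0.974 in the DEN model group and between 0.961 and 0.974 in the PZH administration group. The counts were scaled with edgeR's TMM factors, which ran from 0.731 to 0.799 in normal control rats, from 1.21 to 1.58 in DEN model rats and from 0.863 to 0.941 in PZH administration rats. The 10 most abundant genes held 20.4% to 22.1% of the counts of a normal control rat, 13.9% to 18.3% of those of a DEN model rat and 22.4% to 22.6% of those of a PZH administration rat. Scaling by library totals alone shifted the median log2 fold change of all genes by 0.86 between the DEN model and normal control groups and by -0.67 between the PZH administration and DEN model groups, so directions of change are relative to the TMM scaling. Genes were tested with edgeR's quasi-likelihood test on the 6 rats of each comparison and counted as changed at the paper's thresholds, an absolute log2 fold change above 2 and an unadjusted P under 0.001. An exact permutation test of 3 rats against 3 cannot give a two-sided p below 0.1.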

Differences between groups were screened by |log Fold Change|> 2, *P* < 0.001, and genes of no specific significance were removed. As shown in Additional file 1**: **Tables S1 and S2, there were 1993 HCC-related genes with differential expression patterns by comparing between the DEN model group and the normal control group, including 1470 up-regulated genes and 523 down-regulated genes. In addition, there were 1757 PZH effective genes, including 781 up-regulated genes and 976 down-regulated genes by comparing between the PZH administration group and the DEN model group.

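Of 14255 genes with enough counts to be tested, 1753 passed the thresholds between the DEN model and normal control groups, 1256 of them higher and 497 lower in the DEN model group. The largest adjusted p among these 1753 genes was 0.0048 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In each of them every DEN model rat lay on the same side of every normal control rat, as did 58.8% of all tested genes, where chance gives 10%. Without a fold-change threshold, 6529 genes had an adjusted p under 0.05 in the same test, 3612 higher and 2917 lower. In proportion, the number moved most when only genes with at least 10 counts in every rat were tested, which left 938 genes, 858 of them among the 1753. Scaling by library totals gave 2783 genes and raised the share of higher genes from 71.6% to 92%. The 3 highest fitted log2 fold changes among genes past the thresholds with an official symbol, which rest on normal control rats near 0 counts, were those of Aplnr, at least 153-fold higher (adjusted p = 0.00045), Gucy2c, at least 116-fold higher (adjusted p = 0.00041), and Slc15a1, at least 104-fold higher (adjusted p = 0.0015), each fold taken against the floor and each p from edgeR's quasi-likelihood test. By fitted log2 fold change, the lowest genes with an official symbol were Mup4, which the file lists under 2 identifiers, at least 6070-fold lower (adjusted p = 1.6e-05) and at least 1050-fold lower (adjusted p = 1.7e-05), and Stac3, at least 226-fold lower (adjusted p = 0.00054 in edgeR's test). Mup4 belongs to the major urinary protein family, whose near-identical copies may share reads, so its counts are uncertain.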

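Between the PZH administration and DEN model groups, 347 of 14272 tested genes passed the thresholds, 154 higher and 193 lower after PZH, with adjusted p no larger than 0.017 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The groups did not overlap in any of these genes, nor in 40.8% of all tested genes, where 10% is the share that chance gives. With an adjusted p under 0.05 from this test and no fold-change threshold, 2722 genes differed, 1245 higher and 1477 lower. An absolute log2 fold change above 2 with an adjusted p under 0.05 was met by 692 genes. Library totals moved the count most among the alternatives at the paper's thresholds set beforehand, to 925 genes, and lowered the share of higher genes from 44.4% to 10.1%. DESeq2 with its own size factors gave 652 genes, which included 346 of the 347. Mup4, whose reads may be shared within its family, was at least 2130-fold higher (adjusted p = 0.0024) and at least 470-fold higher (adjusted p = 0.00053) in edgeR's test under its 2 identifiers. Cyp2c11, a cytochrome P450 gene, was at 1730 ± 464 CPM (SD, n = 3) in normal control rats, 1.01 ± 0.407 CPM (SD, n = 3) in DEN model rats and 664 ± 240 CPM (SD, n = 3) in PZH administration rats. Its log2 fold change after PZH was 9.39 (standard error 0.52, adjusted p = 0.00053 in edgeR's test). The lowest fitted log2 fold changes among genes with an official symbol, which rest on 0 counts in the PZH administration rats, were those of Defa5 (at least 13.3-fold lower, adjusted p = 0.011), Ank1 (at least 11.6-fold lower, adjusted p = 0.013) and RatNP-3b (at least 10.8-fold lower, adjusted p = 0.009 in edgeR's test), which were at 2.43, 2.12 and 1.99 CPM on average in the DEN model rats. Defa5 and RatNP-3b are defensin genes whose close copies may also share reads.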

Following the construction of the “disease gene—drug target” network based on the links among the HCC-related genes and the PZH effective genes, a total of 647 core nodes with topological features in the network were screened as candidate targets of PZH against HCC. 

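The interaction network was not rebuilt, and the core nodes of Table S3 were looked up by symbol in the counts. Of the 647 nodes, 637 had a symbol in the file. In the DEN model group against the normal control group, 507 of the 630 tested identifiers of these nodes passed the thresholds (80.5%, against 9.1% of all other tested genes), 364 higher and 143 lower. In the PZH administration group against the DEN model group, 100 of 629 identifiers passed (15.9%, against 1.8% of the others), 48 higher and 52 lower. An adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes was met by 624 identifiers in the DEN model comparison and by 404 in the PZH comparison. Adjusted over the nodes alone, the numbers were 627 and 536. Because the nodes come from the authors' own calls on these 9 rats, these shares show no stability of the calls. The 2 log2 fold changes had opposite signs in 620 of the 629 identifiers, and 93 identifiers passed the thresholds in both comparisons in opposite directions. In the paper's supplementary tables, 625 of the nodes are among the HCC-related genes, 174 are among the PZH effective genes of Table S2 and 168 are in both.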

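Genes drawn as nodes of the network modules in Fig. 3 were read from that figure and looked up in the counts. These genes were selected by the authors from the same 9 rats, so the numbers that follow describe them and show no stability of the calls. All 25 genes of the cell function module were higher in the DEN model group, 20 of them past the thresholds, with a median log2 fold change of 3.24. All 25 were lower after PZH, with a median log2 fold change of -1.42, and 16 had an adjusted p under 0.05 in edgeR's quasi-likelihood test (22 when adjusted over the 25 genes alone). Cdc45 was the gene of this module that passed both thresholds after PZH, with a log2 fold change of -2.94 (standard error 0.59, adjusted p = 0.017 in edgeR's test). Its mean was 0.592 ± 0.311 CPM in normal control rats, 7.12 ± 4.02 CPM in DEN model rats and 0.919 ± 0.476 CPM in PZH administration rats (SD, n = 3 each). In the liver function module, 42 of 51 genes passed the thresholds in the DEN model group, 29 higher and 13 lower. After PZH, 11 of the 51 passed, and 48 of the 51 moved opposite to their change in the DEN model group. Library totals in place of TMM moved the liver function genes that were lower after PZH from 32 to 34. The pathway enrichment itself was not analysed here.

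**Figure D1:**
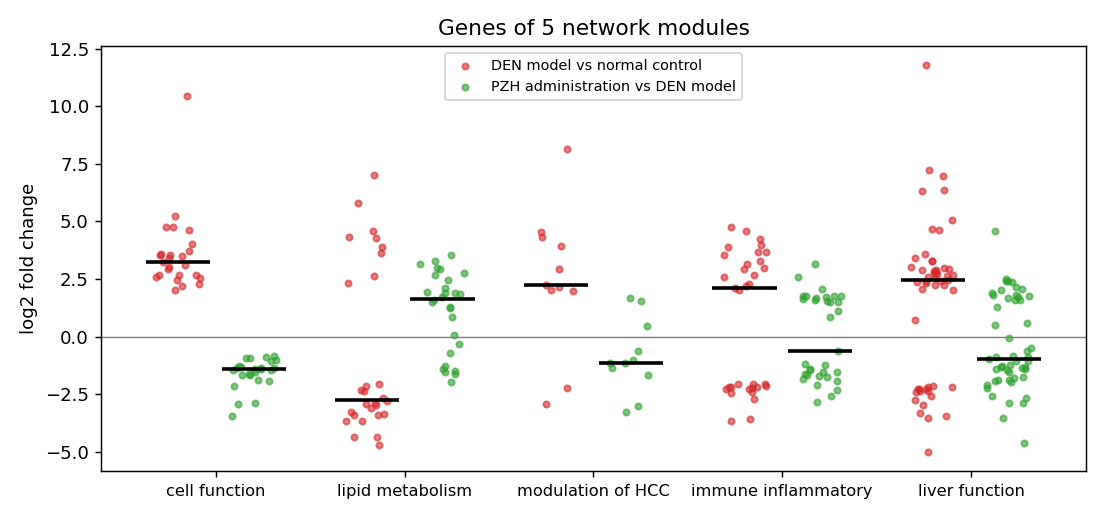
Log2 fold changes of the genes drawn in 5 modules of Fig. 3, for the DEN model group against the normal control group and for the PZH administration group against the DEN model group. Each dot is a gene and each black bar the median of a module. The median of the cell function genes lies at 3.24 in the DEN model comparison and at -1.42 in the PZH comparison.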

Functionally, the PZH candidate targets were significantly enriched into six network modules (Fig. 3). In the cell functional module, focal adhesion kinase (FAK), one of the signaling molecules of focal adhesion, was highly expressed in HCC tissues, and was reported to be activated to promote metastasis and adhesion of cancer cells [16]. Recent studies have also indicated that FAK may regulate proliferation, survival and angiogenesis of cancer cells, and function as a prognostic indicator of HCC [17]. In addition, various anti-cancer drugs such as sorafenib may regulate intracellular iron metabolism and lipid peroxidation to promote ferroptosis in HCC cells, which has become a new therapeutic strategy for the treatment of HCC [18, 19]. Functional modules of amino acid metabolism included glutathione metabolism, and cysteine and methionine metabolism-related pathways. 

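For the amino acid module, 49 genes were read off Fig. 4A after the data had been seen. In the DEN model group 37 of them passed the thresholds, 18 higher and 19 lower, and in the PZH comparison 7 passed, with Tat, Ehhadh, Dhtkd1, Kynu and Cth higher and Pfkp and Pkm lower. All 49 moved in opposite directions in the 2 comparisons. An adjusted p under 0.05 after PZH in edgeR's quasi-likelihood test was reached by 31 genes over all genes and by 39 over the list alone, a list made from the authors' own calls that shows no stability. Among genes of cysteine and methionine metabolism, Cbs had a log2 fold change of -3.54 in the DEN model group and 2.45 after PZH, Cth of -3.17 and 2.64, and Mat1a of -2.59 and 1.95. A separate list of 20 genes of glutathione synthesis and use, fixed beforehand from general knowledge, had 17 tested genes. Of these, 11 passed the thresholds in the DEN model group, 10 of them higher (64.7% against 12.2% of other genes, one-sided Fisher's exact test, p = 5.7e-07, adjusted p = 1.1e-06 over the 2 gene lists fixed beforehand). All 17 had an adjusted p under 0.05 in edgeR's test in that comparison, 15 higher and 2 lower, whether adjusted over all genes or over the list alone. After PZH 1 of the 17 passed the thresholds (5.9% against 2.4% of other genes, one-sided Fisher's exact test, p = 0.34, adjusted p = 0.34). At an adjusted p under 0.05 in edgeR's test over all genes, 8 of the 17 had changed, 1 higher and 7 lower (47.1% against 18.9% of other genes, one-sided Fisher's exact test, p = 0.0077, adjusted p = 0.015), and 10 had over the list alone. The median log2 fold change of the 17 was -0.75. Gpx2 was the gene of this list past both thresholds after PZH, at 122 ± 62.6 CPM (SD, n = 3) in DEN model rats and 17.2 ± 7.47 CPM (SD, n = 3) in PZH administration rats. Its log2 fold change was -2.80 (standard error 0.50, adjusted p = 0.014 in edgeR's test), after a rise of at least 510-fold in the DEN model group. Library totals turned the direction of 1 gene of this list, Gpx4, in both comparisons.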

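Of 29 genes drawn in the lipid metabolism module of Fig. 3, 28 had enough counts to be tested. All but 1 of these passed the thresholds in the DEN model group, 9 higher and 18 lower, and the median log2 fold change of the 28 was -2.74. After PZH the median was 1.65 and 5 genes passed the thresholds, Slc10a1, Apoa2, Slco1b2, Slc22a8 and Slco1a1, all of them higher. An adjusted p under 0.05 after PZH in edgeR's quasi-likelihood test was reached by 18 genes, 15 higher and 3 lower, and by 24 when adjusted over the module alone. Apoa2, the gene of apolipoprotein A-II, fell from 884 ± 51.9 CPM (SD, n = 3) in normal control rats to 33.1 ± 15.8 CPM (SD, n = 3) in DEN model rats, and was at 377 ± 163 CPM (SD, n = 3) in PZH administration rats. Its log2 fold change was -4.72 (standard error 0.40, adjusted p = 0.00014 in edgeR's test) in the DEN model group and 3.54 (standard error 0.47, adjusted p = 0.0089) after PZH. Fabp1 had log2 fold changes of -4.36 and 3.28. The signs of the 2 changes were opposite in 27 of the 28 genes. Under library totals the number of lipid genes higher after PZH went from 20 to 19 and the split in the DEN model comparison stayed at 9 higher and 19 lower. These genes, too, were chosen by the authors from the same rats.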

Functional modules of lipid metabolism included the classical PPAR signaling and the peroxisome pathways. The development and progression of HCC may be closely related to lipid biosynthesis and desaturation, and reversing the imbalance of lipid metabolism may be one of the therapeutic approaches for HCC [20, 21]. Moreover, the HCC-related functional module included the chemical carcinogenesis, p53 signaling pathway, and apelin signaling pathway, and the immune inflammatory system-related functional module was involved by PI3K-Akt signaling pathway, which has been reported to be highly expressed in HCC patients and closely related to cancer cell proliferation, survival, invasion and angiogenesis [22]. These data imply that PZH might have a potential to reverse the malignant transformation from hepatic fibrosis to HCC.

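Among 11 genes drawn in the HCC module of Fig. 3, 8 passed the thresholds in the DEN model group, 7 higher and 1 lower. After PZH, Acta2, the gene of smooth muscle actin, was the member that passed, and 4 of the 11 had an adjusted p under 0.05 in edgeR's quasi-likelihood test over all genes (9 over the module alone). Acta2 was at 3.64 ± 2.35 CPM in normal control rats, 55.7 ± 31.4 CPM in DEN model rats and 6.65 ± 3.93 CPM in PZH administration rats (SD, n = 3 each), a log2 fold change of -3.02 after PZH (standard error 0.59, adjusted p = 0.016 in edgeR's test). In the immune inflammatory module, 22 of 33 genes passed the thresholds in the DEN model group, 11 in each direction. After PZH 5 of the 33 passed, and 21 had an adjusted p under 0.05, 11 higher and 10 lower (29 when adjusted over the module alone). The change after PZH was opposite to the change in the DEN model group in 10 of the 11 HCC genes and in 32 of the 33 immune genes. With library totals, 9 of the 11 HCC genes were lower after PZH in place of 8, and the split of the immune genes stayed at 16 higher and 17 lower. The genes of both modules are the authors' own selection from these data.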

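Of 14119 genes tested in both comparisons, 1726 were HCC-related, and 1707 of these (98.9%) moved in the opposite direction after PZH. Both thresholds were passed in both comparisons by 312 genes in opposite directions, 170 higher in the DEN model group and then lower after PZH and 142 lower and then higher. The number of genes that passed in both comparisons in the same direction was 0, and among the 4552 genes with an unadjusted P under 0.05 in both it was 7. Across genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a Pearson correlation of -0.86. The DEN model rats enter both comparisons, which favours opposite directions. When separate DEN model rats were used for each comparison, the correlation of differences between mean log2 values lay between -0.88 and -0.80 over the 6 assignments made, where shared rats gave -0.91. As a ratio of log2 fold changes, the change after PZH amounted to a median of 49.3% of the change in the DEN model group. This ratio was 42.2% for the 1256 genes that had risen and 73.0% for the 470 that had fallen. A ratio on the log2 scale is not the share of the change in CPM that was undone. Library totals moved the number of reversed genes most, to 859, of which 90.1% were higher and then lower, against 54.5% with TMM. The balance turned the other way, to 28.3%, among the 152 reversed genes found with at least 10 counts in every rat (43 higher and then lower, 109 lower and then higher). That filter leaves out genes near 0 counts in normal control rats, which can only rise, so the turn cannot be told apart from the filter.

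**Figure D2:**
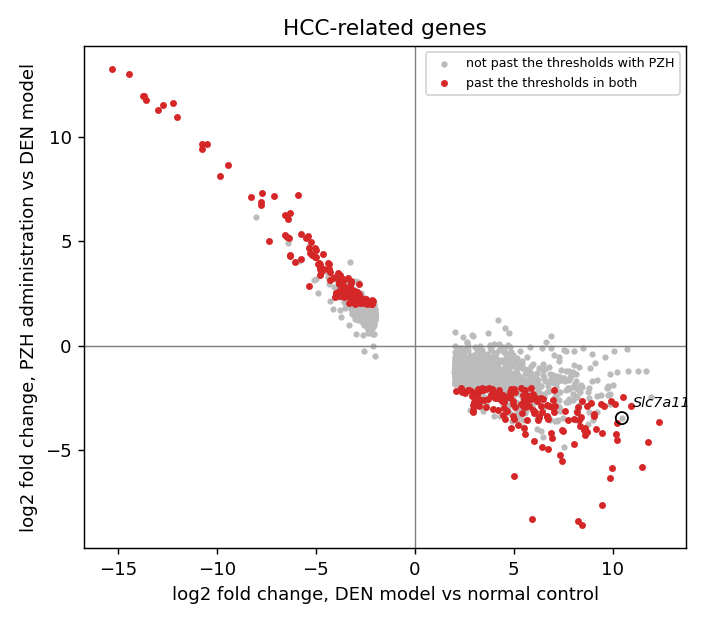
Log2 fold change of each HCC-related gene in the DEN model group against the normal control group (horizontal axis) and in the PZH administration group against the DEN model group (vertical axis). Red points are the 312 genes past the thresholds in both comparisons, and Slc7a11 is circled. Of the 1726 genes, 1707 lie in the quadrants where the 2 changes have opposite signs.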

**Fig. 3:**
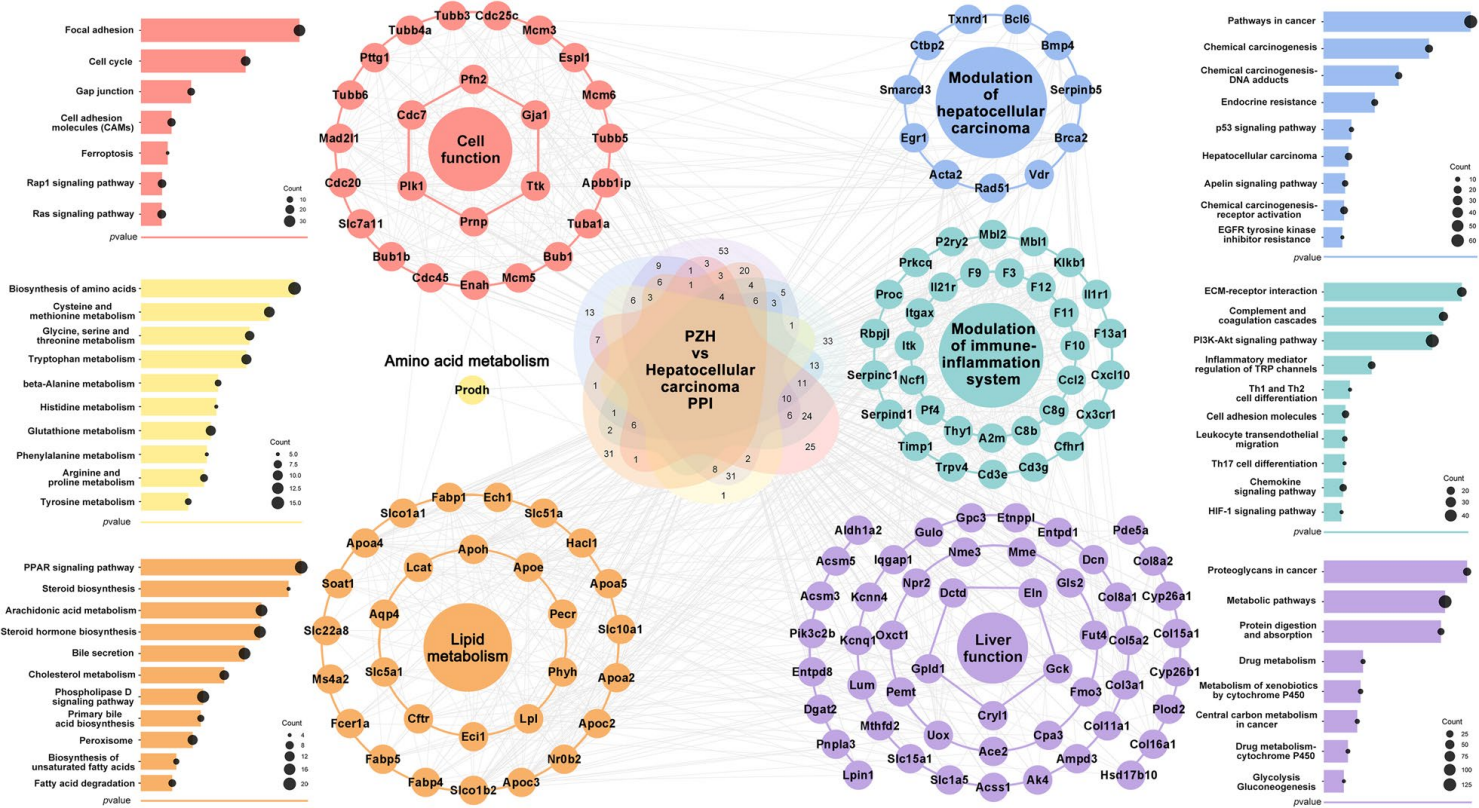
The main functional modules of the “HCC-related gene-PZH effective gene” interaction network and the enriched pathways of the PZH candidate targets against HCC. The circular nodes represent PZH candidate targets and the long bars represent the enriched pathways. The PZH candidate targets were significantly enriched into six network modules, respectively cell function, amino acid metabolism, lipid metabolism, modulation of HCC, modulation of immune inflammatory and liver function modules. *P* < 0.05 was used as the criterion for screening channels

### PZH reverses the malignant transformation from hepatic fibrosis to HCC by promoting cellular ferroptosis via the SLC7A11-GSH-GPX4 axis

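A list of 39 ferroptosis genes was fixed beforehand from general knowledge of ferroptosis, an iron-dependent form of cell death, and 36 of them were tested under 37 identifiers. In the DEN model group against the normal control group, 5 passed the thresholds, with Slc7a11, Gclm and Prnp higher and Acsl1 and Sat2 lower. This was 13.5% of the list against 12.3% of all other tested genes (one-sided Fisher's exact test, p = 0.48, adjusted p = 0.48). In the PZH administration group against the DEN model group 3 passed, with Acsl1 and Sat2 higher and Alox15 lower. This was 8.1% against 2.4% (one-sided Fisher's exact test, p = 0.060, adjusted p = 0.12 over this list and a list of glutathione genes). An adjusted p under 0.05 in edgeR's quasi-likelihood test was reached by 20 identifiers in the DEN model comparison, adjusted over all genes or over the list alone. In the PZH comparison it was reached by 9 over all genes and by 11 over the list alone. Alox15 had a log2 fold change of 5.44 in the DEN model group and of -6.88 after PZH (adjusted p = 0.014 in edgeR's test). Acsl1, which activates long-chain fatty acids, was at 4490 ± 491 CPM in normal control rats, 548 ± 186 CPM in DEN model rats and 2160 ± 366 CPM in PZH administration rats (SD, n = 3 each). The signs of the 2 changes were opposite in 35 of the 37 identifiers. In the DEN model group 18 identifiers were higher and 19 lower under TMM and under DESeq2's size factors, and 29 higher and 8 lower under library totals, which shift all genes. After PZH 19 were higher and 18 lower under TMM, 21 higher and 16 lower under DESeq2's size factors, and 9 higher and 28 lower under library totals. Library totals raised the number past the thresholds in the DEN model group from 5 to 11. In a test chosen after the results were seen, 6 of the 36 genes were among the core nodes of Table S3 (16.7%, against 4.3% of the others among 14360 symbols tested in either comparison, one-sided Fisher's exact test, p = 0.0043, adjusted p = 0.0043 over this list and the glutathione list). Among the symbols of Tables S1 and S2 alone, 6 of 7 ferroptosis genes were core nodes (85.7%, against 30.9%, one-sided Fisher's exact test, p = 0.0045, adjusted p = 0.0045). The core nodes were chosen by the authors from these same rats, so neither share shows stability. Of the glutathione list, 10 of the 17 tested genes were core nodes (58.8%, against 4.3% of the others, one-sided Fisher's exact test, p = 3.5e-10, adjusted p = 7e-10). Among the symbols of Tables S1 and S2 alone it was 10 of 12 (83.3%, against 30.7%, one-sided Fisher's exact test, p = 0.00027, adjusted p = 0.00054). The same limit on stability holds for these shares.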

Among the six functional modules of the “HCC-related gene-PZH effective gene” interaction network, we found that the ferroptosis signaling pathway was highly enriched by PZH candidate genes against HCC. Ferroptosis is a newly discovered mode of cell death in recent years, and promoting ferroptosis in HCC cells has become a novel therapeutic strategy [23]. 

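Gclc (ENSRNOG00000006302, chromosome 8 from 85059051 to 85097468) and Gclm (ENSRNOG00000013409, chromosome 2 from 225827504 to 225847874) encode the catalytic and the modifier subunit of the enzyme that makes the first intermediate of glutathione. Gclc was at 175 ± 30.6 CPM in normal control rats, 686 ± 77.9 CPM in DEN model rats and 628 ± 331 CPM in PZH administration rats (SD, n = 3 each). In the DEN model group its log2 fold change was 1.98 (standard error 0.25, adjusted p = 0.00059 in edgeR's quasi-likelihood test), just under the fold-change threshold, and library totals put it above at 2.85. The change in Gclc after PZH was -0.11 (standard error 0.43, adjusted p = 0.88 in edgeR's test), smaller than the spread between the PZH administration rats, which had 246, 797 and 840 CPM. Leaving out the rat with 246 CPM turned this change to 0.28. Gclm was at 103 ± 9.61 CPM, 542 ± 24.0 CPM and 411 ± 198 CPM in the same 3 groups (SD, n = 3 each). Its log2 fold change was 2.42 in the DEN model group (standard error 0.22, adjusted p = 0.00017 in edgeR's test) and stayed between 2.32 and 2.46 with each rat left out in turn. After PZH the log2 fold change of Gclm was -0.38 (standard error 0.38, adjusted p = 0.52 in edgeR's test), and the groups overlapped (exact permutation test, two-sided, p = 0.3).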

Both SLC7A11 and glutamate-cysteine ligase catalytic (GCLC) and glutamate-cysteine ligase modifier subunit (GCLM) in the amino acid pathway are involved in the ferroptosis process and regulate GSH synthesis indirectly or directly (Fig. 4A) [24]. 

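Slc7a11 (ENSRNOG00000010210) lies on chromosome 2 from 139453774 to 139528162 and encodes the cystine transporter xCT. Its reads were near the floor in the normal control rats, with 0, 2 and 7 counts. The DEN model rats M13, M17 and M24 had 10637, 1355 and 12113 counts, and the PZH administration rats G27, G28 and G42 had 138, 856 and 373 counts. After scaling, the means were 0.234 ± 0.273 CPM in the normal control group, 341 ± 239 CPM in the DEN model group and 30.7 ± 27.1 CPM in the PZH administration group (SD, n = 3 each). The log2 fold change in the DEN model group was 10.46 (standard error 1.09, adjusted p = 0.00029 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and from 9.86 to 11.93 with each rat left out in turn. After PZH the log2 fold change was -3.46 (standard error 0.94, adjusted p = 0.038 in edgeR's quasi-likelihood test), with an unadjusted P of 0.0058 that did not pass the threshold of 0.001. With each rat left out in turn it stayed negative, from -4.38 to -2.96, and the adjusted p of the same test ran from 0.012 to 0.11, above 0.05 in 5 of the 6 fits. Every DEN model rat was above every normal control rat and above every PZH administration rat (exact permutation test, two-sided, p = 0.1 for each comparison, the smallest p that 3 rats against 3 allow). Slc7a11 remained above the normal control group in the PZH administration rats, by a log2 fold change of 6.96.
In the panel of Fig. 4B for the DEN model comparison, 20 genes are labelled, and 18 of the 19 that were tested passed the thresholds in the direction of their colour. In the panel for the PZH comparison, 24 genes are labelled, 23 were tested and 16 passed in the direction of their colour. The sign of the x axis in that panel is opposite to the colours of the labelled genes, and the colours were used. An adjusted p under 0.05 in edgeR's quasi-likelihood test was reached by all 19 and by 22 of the 23. The labelled genes are the authors' own calls on these rats, so the counts show no stability.

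**Figure D3:**
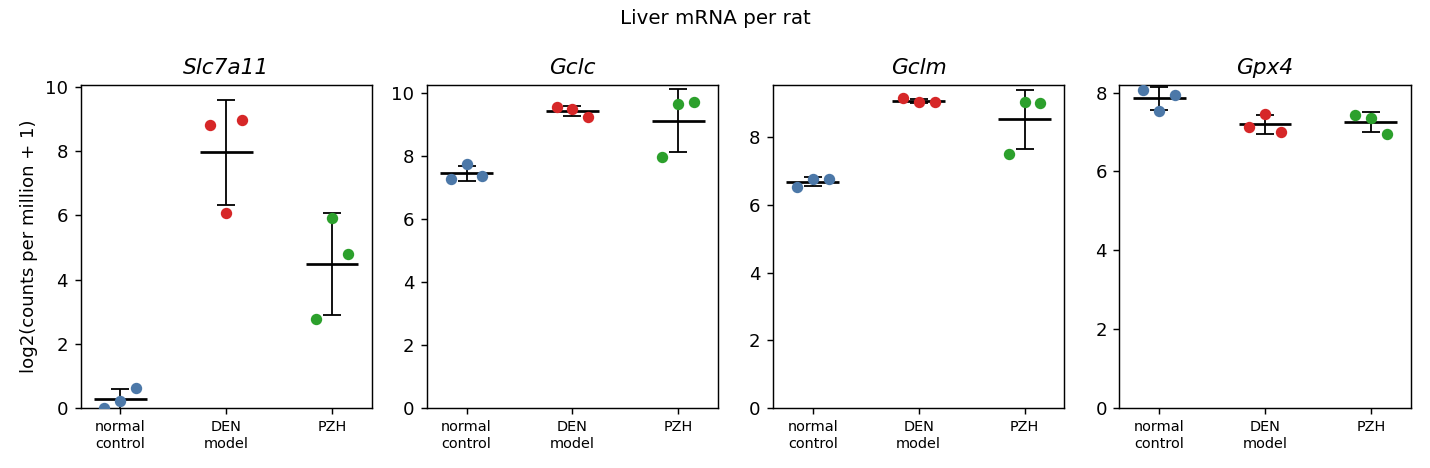
Expression of Slc7a11, Gclc, Gclm and Gpx4 in each rat as log2(CPM + 1), for the normal control, DEN model and PZH administration groups. Dots are rats and bars are the mean ± SD of the 3 rats. The Slc7a11 values of the PZH administration rats lie between those of the other groups.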

In our transcriptomic dataset, the ferroptosis related gene SLC7A11 was significantly up-regulated in the model group and dramatically down-regulated after the administration of PZH (Fig. 4B). Notably, accumulating studies have indicated SLC7A11 as a ferroptosis suppressive gene that may be overexpressed in many human cancers [25]. SLC7A11 (also known as xCT) is a member of the constituent cystine/glutamate reverse transporter proteins for uptake of cysteine for glutathione biosynthesis and antioxidant defense [26]. Upon intracellular uptake, cystine is reduced to cysteine, which is the rate-limiting precursor for GSH synthesis [27]. In the presence of GSH, GPX4 mediates the conversion of toxic lipid peroxides to nontoxic lipid alcohols [28]. Inhibition of SLC7A11 may lead to GSH depletion, which subsequently reduces the expression of GPX4, resulting in cellular/subcellular membrane damage caused by iron-dependent accumulation of lipid peroxides [29]. These findings prompt us to hypothesize that PZH might have a potential to regulate DEN-induced pathological changes from hepatic fibrosis to HCC through regulating SLC7A11-GSH-GPX4 axis.

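Gpx4 (ENSRNOG00000013604, chromosome 7 from 12516352 to 12519154) was at 233 ± 43.7 CPM in normal control rats, 147 ± 24.1 CPM in DEN model rats and 154 ± 26.6 CPM in PZH administration rats (SD, n = 3 each). Its log2 fold change in the DEN model group was -0.65 (standard error 0.22, adjusted p = 0.043 in edgeR's quasi-likelihood test). Library totals, which shift all genes upward in this comparison, gave 0.19, and DESeq2's size factors gave -0.64. With each rat left out in turn the adjusted p of edgeR's test ran from 0.018 to 0.15. After PZH the log2 fold change of Gpx4 was 0.09 (standard error 0.22, adjusted p = 0.80 in edgeR's test), a difference within the spread between rats (exact permutation test, two-sided, p = 1). Library totals, which shift all genes downward here, gave -0.57, DESeq2's size factors gave 0.10, and without rat G27 the change was -0.01. These values are of Gpx4 mRNA, and neither GPX4 protein nor GSH is measured by the sequencing. From the fall of SLC7A11 after PZH in the transcriptome and from published work that links SLC7A11 to GSH and GPX4, the paper proposes, as a hypothesis, a potential of PZH to act on the change from hepatic fibrosis to HCC through the SLC7A11-GSH-GPX4 axis. It then examines the axis by SLC7A11 western blot, GPX4 staining and serum GSH and GSSG. GPX4 staining is reported as higher in the DEN model group and lower after PZH. With TMM scaling, Gpx4 mRNA did not follow these directions.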

**Fig. 4:**
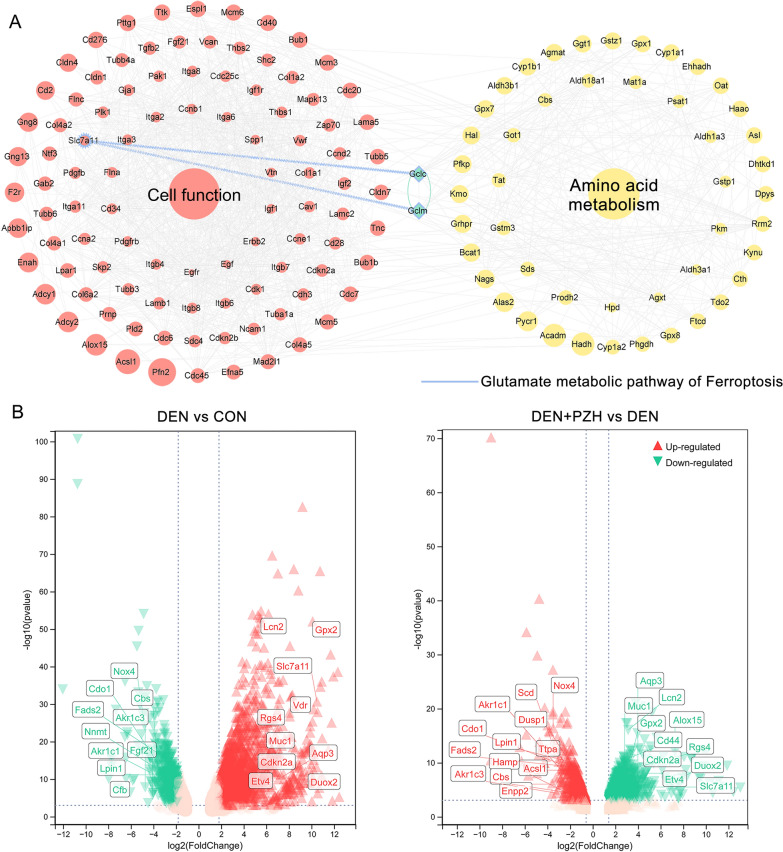
PZH might reverse the malignant transformation from hepatic fibrosis to HCC by promoting cellular ferroptosis via the SLC7A11-GSH-GPX4 axis. **A** Ferroptosis and Glutamate metabolic. **B** Volcano plot showing the expression of ferroptosis -related genes in the transcriptome data

To evaluate the associations of SLC7A11 expression with various clinicopathological characteristics of HCC patients, we divided 373 HCC patients into high (n = 187) and low (n = 186) expression groups according to the median of SLC7A11 expression levels (63.54). According to the statistical results, SLC7A11 overexpression was more frequently occurred in HCC patients with high preoperative serum AFP level, and unfavorable overall survival status (all 0.01 < *P* < 0.05, Table 1). According to Kaplan–Meier survival curve analysis shown in Fig. 5A, HCC patients with high SLC7A11 expression had significantly shorter disease-free survival (*P* = 0.04) and overall survival (*P* = 0.001) than those with low SLC7A11 expression.

**Table 1:** Associations between SLC7A11 expression and various clinicopathological features in HCC patients based on TCGA dataset

Features		No. of patients	SLC7A11 expression		P
			High (n,%)	Low (n,%)	
Gender	Male	252	136(53.97)	116 (46.03)	0.01 < p < 0.05
	Female	121	51 (42.15)	70 (57.85)	
Age (years)	< 61	177	84 (47.46)	93 (52.54)	0.05
	≧61	195	102 (52.31)	93 (47.69)	
Preoperative serum AFP level	Positive	148	82 (55.41)	66 (44.59)	0.01 < p < 0.05
	Negative	131	55 (41.98)	76 (58.02)	
Tumor Stage (American Joint Committee on Cancer)	T1 ~ T2	277	136 (49.10)	141 (50.90)	0.06
	T3 ~ T4	93	51 (54.84)	42 (45.16)	
Metastasis Stage (American Joint Committee on Cancer)	M0	267	134(50.19)	133 (49.81)	0.25
	M1	4	1 (25.00)	3 (75.00)	
Lymph Node Stage (American Joint Committee on Cancer)	N0	253	128(50.59)	125 (49.41)	0.26
	N1	4	3 (75.00)	1 (25.00)	
Disease Free Status	Non- Recurred	146	65 (44.52)	81 (55.48)	0.05
	Recurred	176	89 (50.57)	87 (49.43)	
Overall Survival Status	Living	243	110 (45.27)	133 (54.73)	0.01 < p < 0.05
	Deceased	130	77 (59.23)	53 (40.77)	
Hepatic Fibrosis Ishak Score	0	75	35(46.67)	40(53.33)	0.12
	1 ~ 4	59	30(50.85)	29(49.15)	
	5 ~ 6	80	38(47.50)	42 (52.50)	
Neoplasm Disease Stage (American Joint Committee on Cancer)	Stage I	172	80(46.51)	92(53.49)	> 0.05
	Stage II	87	48(55.17)	39(44.83)	
	Stage III	85	49(57.65)	38(44.71)	
	Stage IV	5	2(40.00)	3(60.00)	
Neoplasm Histologic Grade	G1	55	20(36.36)	35(63.64)	> 0.05
	G2	178	89(50.00)	89(50.00)	
	G3	123	71(57.72)	52(42.28)	
	G4	12	7(58.33)	5(41.67)	
Vascular Invasion	None	207	96(46.38)	111(53.62)	0.05
	Micro	110	58(52.73)	52(47.27)	
Adjacent Hepatic Tissue Inflammation Extent	None	118	53(44.92)	65(55.08)	> 0.05
	Mild	100	49(49.00)	51(51.00)	
	Severe	18	8(44.44)	10(55.56)	
Surgical Margin Resection Status	R0	326	158(48.47)	168(51.53)	> 0.05
	R1	17	10(58.82)	7(41.18)	
	R2	1	0(0.00)	1(100.00)

**Fig. 5:**
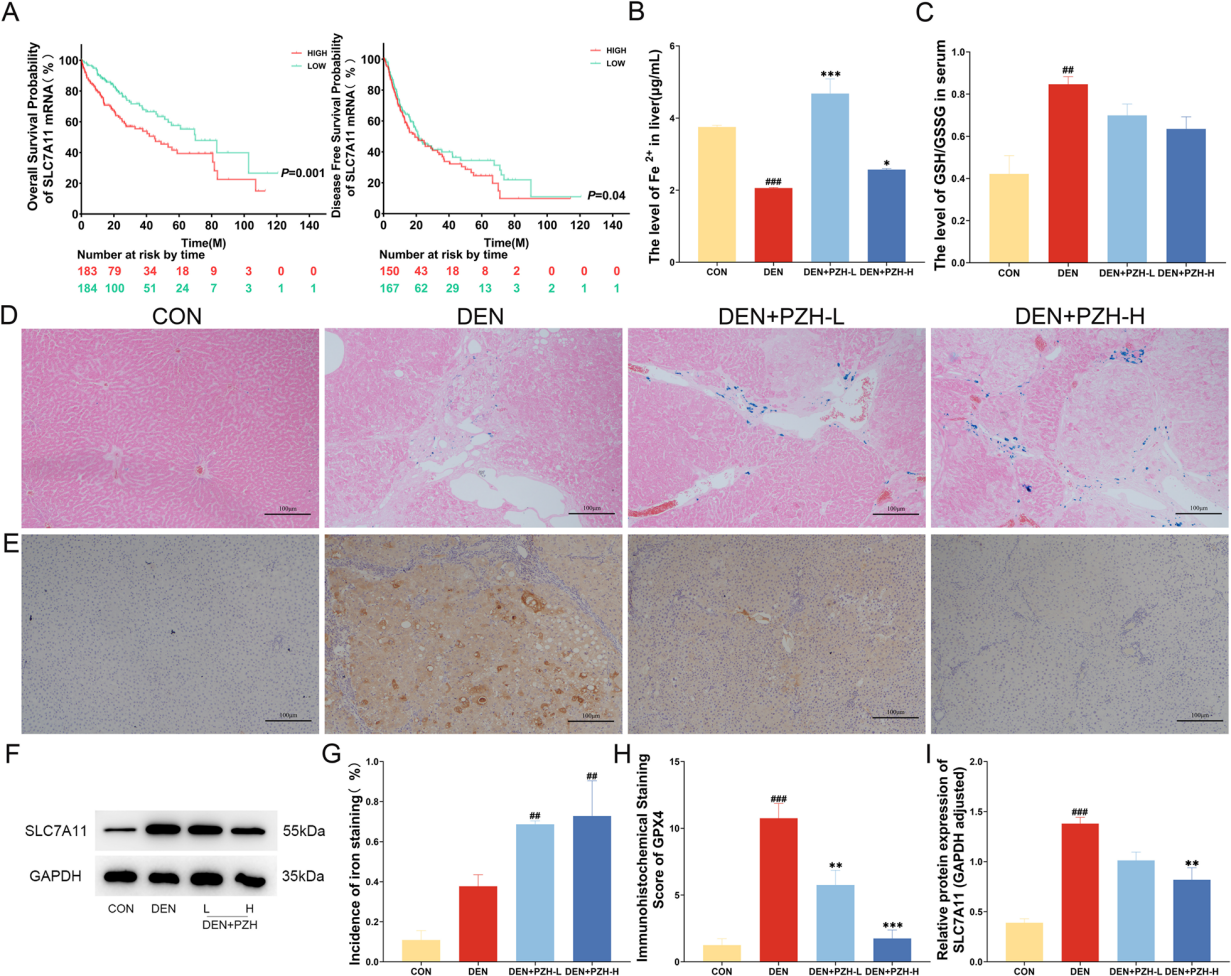
Regulatory effects of PZH on ferroptosis related pathways in the liver tissues of DEN induced HCC rats. **A** Kaplan–Meier survival curve analysis of SLC7A11 expression profile on prognosis of HCC patients. **B** Effect of PZH on Fe^2+^ content in the liver tissues of different groups. **C** Regulatory effects of PZH on serum GSH and GSSG contents of different groups. **D**, **G** Regulatory effects of PZH on liver iron deposition in different groups. Blue color is iron deposition. **E**, **H** Immunohistochemistry staining observed the effect of PZH on GPX4 expression in the liver tissues of different groups, orange color is positive expression. **F**, **I** Western blot assay detected the effects of PZH on SLC7A11 protein expression in the liver tissues of different groups. Data are expressed as mean ± standard deviation. ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001, compared with the normal group; ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001, compared with the DEN model group

To investigate the regulatory effects of PZH on ferroptosis related pathways, we firstly examined the Fe^2+^ content in the liver tissues of DEN-induced HCC rats. Compared with the normal group, the Fe^2+^ content in the liver tissues of DEN rats in the model group was decreased significantly (*P* < 0.001, Fig. 5B), which was reversed by the treatment of PZH effectively (*P* < 0.05, Fig. 5B). In addition, prussian blue iron staining was used to detect iron deposition in the liver tissues, and Figs. 5D and G displayed that there was a small amount of blue iron deposition in the DEN model group compared to the normal control group, but a large amount of blue iron deposition appeared after the treatment of PZH (*P* < 0.01). Moreover, western blot results demonstrated that the ferroptosis inhibitor SLC7A11 was significantly up-regulated in the DEN model group (*P* < 0.001), but was dramatically reduced by PZH treatment (*P* < 0.01), as shown in Fig. 5F–I. The regulatory effects of PZH on GSH as well as GSSG levels was determined by ELISA using the serum collected from different groups. As shown in Fig. 5C, PZH treatment could reduce the ratio of GSH to GSSG. Further immunohistochemical staining indicated that the ferroptosis inhibitor GPX4 was positively stained in the cytoplasm and nucleus of tumor cells and the immunoreactive score of GPX4 protein was also markedly up-regulated in the DEN model group, which was dose-dependently reduced by the treatment of PZH (all *P* < 0.01, Fig. 5E and H).

## Discussion

HCC has become the sixth most common cancer and is a highly aggressive tumor. Patients have poor prognosis and 5-year survival rate is less than 20% [30], so it is urgent to find potential drugs that can control the progression of HCC. Drug repositioning is a research method used to discover new indications for existing drugs, greatly reducing the time and cost of new drug development [31]. PZH, a proprietary Chinese medicine [32], has been used for more than 460 years in China and is widely used clinically for cancers such as HCC [33], osteosarcoma [34] and colon cancer [35]. In this study, we performed network analysis combined with experimental validation to evaluate the efficacy of PZH in the treatment of HCC, and explain the action mechanism of PZH against HCC. On the basis of the HCC model of rats induced by DEN, we found that PZH could reduce hepatic fibrosis and cirrhosis, effectively improve the body weight reduction, reduce the pathological damage of liver and kidney, improve hepatic function and inhibit tumor. Further studies revealed that PZH inhibited SLC7A11 protein expression, down-regulated GSH/GSSG ratio, and decreased GPX4 protein expression levels in the liver. The above findings suggest that PZH may promote ferroptosis in HCC cells by inhibiting the SLC7A11-GSH-GPX4 axis.

HCC is a multi-stage malignant transformation process, which in most cases is a dynamic change from chronic hepatitis to hepatic fibrosis, cirrhosis, and finally HCC [36]. Herein, the DEN-induced rat HCC model was chosen to simulate the above malignant transformation [37]. From the general and pathological observation on the liver tissues, we observed 3 stages in DEN-induced rat HCC models, including the inflammation stage, the fibrosis stage and the HCC stage. After PZH treatment, the histological changes of liver tissues were improved, and the serum parameters related to hepatic function and tumor-related serum parameters were reversed. According to the above results, it is proved that PZH can inhibit the occurrence of HCC and precancerous lesions, and delay the malignant transformation process of liver “inflammation-cancer”.

To reveal the mechanism of action of PZH intervention in HCC, we screened 647 possible candidate targets of PZH and enriched them for functional modules. Among them, PZH candidate genes were significantly enriched in ferroptosis signaling pathway. Ferroptosis is a new form of cell death discovered in 2012 and is characterized by signature mitochondrial damage, such as reduced or absent mitochondrial cristae [38]. Accumulating studies have revealed that a variety of drugs can act by promoting ferroptosis in cancer cells, for example: erastin, sulfasalazine and sorafenib [38, 39]. Currently, the classical axis SLC7A11-GSH-GPX4 is the primary prevention system for ferroptosis [40]. In transcriptomic data, the SLC7A11 gene was significantly overexpressed in the DEN model group and was associated with poor prognosis in HCC patients. We performed western blot analysis and immunohistochemistry, and found that SLC7A11 and GPX4 protein expression were reduced in HCC cells and the GSH/GSSG ratio was decreased after PZH treatment. Iron metabolism is also one of the mechanisms of ferroptosis. In the cell, free iron exists as Fe^2+^ and Fe^3+^, while circulating iron (Fe^3+^) enters the cell by binding to transferrin receptor 1 (TFR1), and Fe^3+^ is reduced to Fe^2+^ by ferric reductase [41]. When ferroptosis occurs in cells, the excess Fe^2+^ reacts with peroxides in the cytoplasm in a Fenton reaction to produce ROS [42]. In our findings, Fe^3+^ and Fe^2+^ were significantly increased in HCC cells after PZH intervention.

In conclusion, our data offer an evidence that PZH may effectively improve the hepatic fibrosis microenvironment and prevent the occurrence of HCC through promoting ferroptosis in tumor cells via inhibiting the SLC7A11-GSH-GPX4 axis (Fig. 6), implying that PZH may be a potential candidate drug for prevention and treatment of HCC at an early stage.

**Fig. 6:**
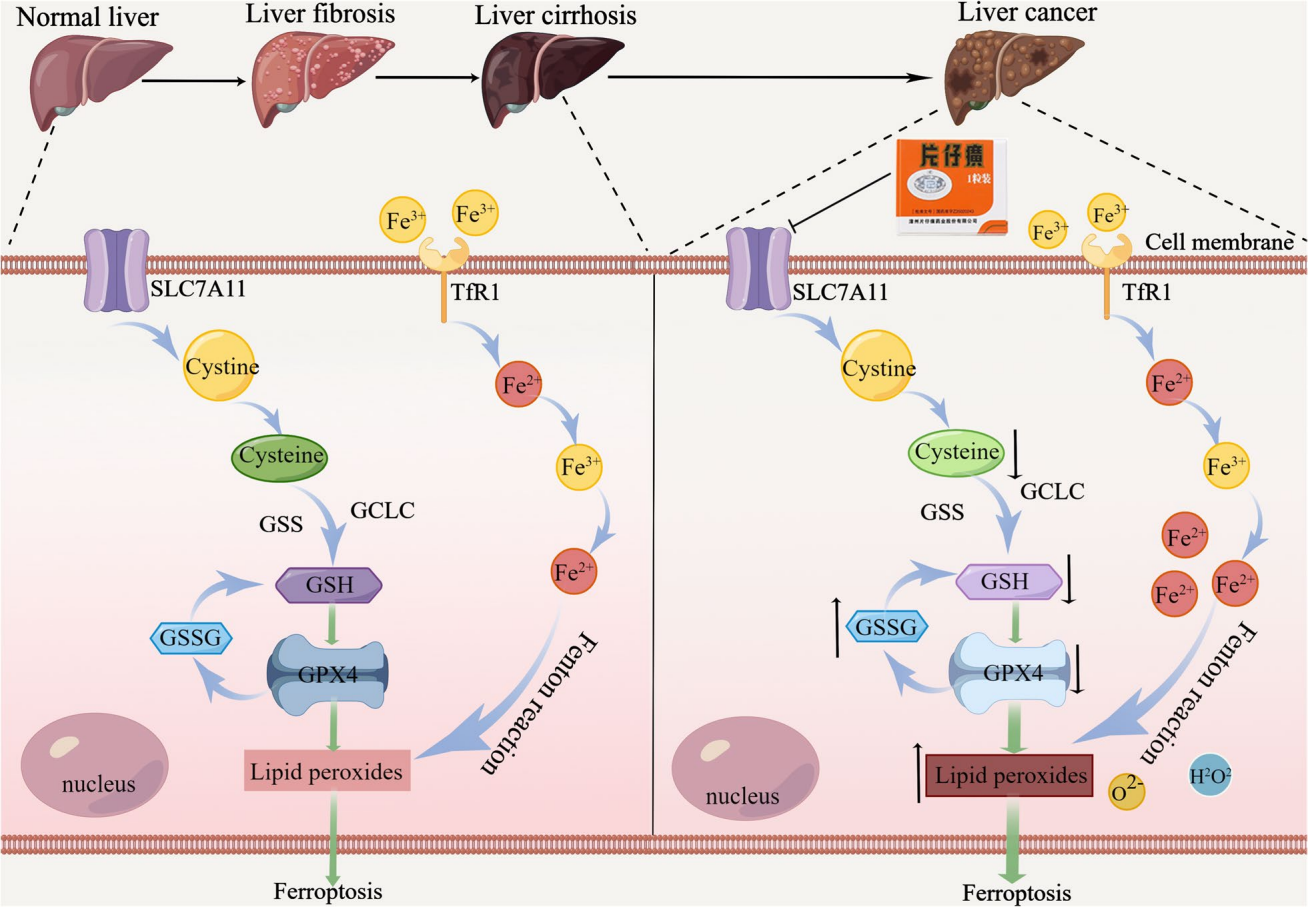
PZH may promote ferroptosis in HCC cells by inhibiting SLC7A11-GSH-GPX4 axis (by Figdraw). In HCC cells, by inhibiting SLC7A11, PZH leads to decreased cystine uptake and reduced GSH synthesis, which in turn downregulates GPX4, leading to cellular/subcellular membrane damage caused by the accumulation of iron-dependent lipid peroxides

## Supplementary Information

**Additional file 1: Table S1.** Differentially expressed genes between the DEN model group and the normal group. **Table S2.** Differentially expressed genes between the PZH administration group and the DEN model group. **Table S3.** Topological feature values of nodes in the interaction network of disease gene-drug target. **Table S4.** Functional enrichment analysis of PZH putative targets based on KEGG pathway.

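Tables S1 and S2 list, for each gene, the mean FPKM of the groups compared and the log2 fold change. FPKM is the number of sequenced fragments scaled to transcript length and library size, computed by the authors. In the 1978 gene symbols of Table S1 that match a single gene of the deposited file, the means and log2 fold changes equalled those the authors deposited. In 606 such symbols of Table S2 the log2 fold changes also equalled the deposited ones for the PZH administration group against the DEN model group. The column of Table S2 headed MOD equalled the mean of the PZH administration rats in all 606, and the column headed PZH equalled the mean of the DEN model rats in all 606. The paper's Tables S1 and S2 share 575 symbols, all with opposite signs of log2 fold change. With edgeR's quasi-likelihood test on the counts, the reversed set held 312 genes. Table S3 gives the degree, betweenness and closeness of each of the paper's 647 core nodes, which measure how many links a node has, how often it lies on the shortest path between other nodes and how near it is to them. Table S4 has 50 entries of KEGG pathways with the number of core nodes in each, and the PPAR signaling pathway is entered more than once. The pathway names include glutathione metabolism in 1 entry and ferroptosis in 0 entries.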

## Data Availability

The data sets generated in the current study have been deposited into the NCBI GEO database (GEO No. GSE221790, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221790) and data supporting the results are included in this published article and in the Additional file.

## Abbreviations

AFP: Alpha fetoprotein
ALP: Alkaline phosphatase
ALT: Alanine aminotransferase
AST: Aspartate aminotransferase
DAVID: Database for Annotation, Visualization and Integrated Discovery
DEN: Diethylnitrosamine
ELISA: Enzyme linked immunosorbent assay
FAK: Focal adhesion kinase
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
GCLC: Glutamate-cysteine ligase catalytic
GCLM: Glutamate-cysteine ligase modifier subunit
GPX4: Glutathione peroxidase 4
GSH: Reduced glutathione
GSSG: Oxidized glutathione
HA: Hyaluronic acid
HCC: Hepatocellular carcinoma
KEGG: Kyoto Encyclopedia of Genes and Genomes
PZH: Pien-Tze-Huang
SD: Sprague–Dawley
SD: Standard deviation
SLC7A11: Solute carrier family 7 member 11
TCM: Traditional Chinese medicine
TFR1: Transferrin receptor 1
TP: Total serum protein

# Supplementary material for: Pien-Tze-Huang prevents hepatocellular carcinoma by inducing ferroptosis via inhibiting SLC7A11-GSH-GPX4 axis
**Source:** Cancer Cell Int. 2023 Jun 6;23:109. doi: 10.1186/s12935-023-02946-2
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Differentially expressed genes between the DEN model group and the normal group. Table S2. Differentially expressed genes between the PZH administration group and the DEN model group. Table S3. Topological feature values of nodes in the interaction network of disease gene-drug target. Table S4. Functional enrichment analysis of PZH putative targets based on KEGG pathway.

Additional file

Pien-Tze-Huang Prevents Hepatocellular Carcinoma by Inducing Ferroptosis via Inhibiting SLC7A11-GSH-GPX4 Axis

Xiangying Yan, Yudong Liu, Congchong Li, Xia Mao, Tengteng Xu, Zhixing Hu, Chu Zhang, Na Lin, Ya Lin*, Yanqiong Zhang*

**Table S1 Differentially expressed genes between the DEN model group and the normal group**

**Table S2 Differentially expressed genes between the PZH administration group and the DEN model group.**

**Table S3 Topological feature values of nodes in the interaction network of disease gene-drug target**

**Table S4 Functional enrichment analysis of PZH putative targets based on KEGG pathway**

How the deposited data were processed for this re-analysis (not part of the article)

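Liver mRNA of 9 male Sprague-Dawley rats was sequenced by the authors, 3 rats in each of the normal control, DEN model and PZH administration groups, with 1 library per rat. The groups follow the first letter of the rats' names and the paper's Methods (N for normal control, M for DEN model, G for PZH administration). The deposited treatment tag reads PZH for the M rats too, and it was set aside because it would leave no DEN model rat.

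The authors deposited 1 table with a gene in each line. Its count columns hold whole numbers of reads per gene and rat, which the authors counted and did not normalize. Its FPKM columns hold the same data scaled by the authors for transcript length and library size. The FPKM of the PZH administration group equals the mean over its 3 rats for all 19559 genes with a deposited value in that group. The log2 fold changes in the table are the authors' own comparisons of each pair of groups, made with a tool that the paper's text does not name. The P-value and Q-value columns come from the same comparisons by the authors, with the adjustment left unnamed in the paper's text. The deposited log2 fold changes, P-values and Q-values were used only to read the paper's Tables S1 and S2 and its numbers of changed genes. Every test was computed from the counts. All per-sample columns were used.

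Tests were run in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filterByExpr, scaled with TMM factors and tested with the quasi-likelihood test (glmQLFit and glmQLFTest) on the 6 rats of each comparison, without covariates. A gene was counted as changed at the paper's thresholds, an absolute log2 fold change above 2 and an unadjusted P under 0.001. Adjusted p-values are Benjamini-Hochberg values over all genes tested in a comparison. Values per rat are CPM from the TMM-scaled library sizes, with mean and SD over 3 rats. Single genes of the paper's axis were also compared with an exact two-sided permutation test on log2(CPM + 1), for which 0.1 is the smallest p with 3 rats in each group. A fold against a group with every rat at or under 3 counts was computed against that floor and given as a lower bound. Depth limits the precision of genes with few reads, and 3 counts correspond to 0.125 to 0.252 CPM. Gene positions are those of the authors' file, whose genome build the paper's text does not name.

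The rule for the genes named was written before the data were examined, as were the groups, the tests, the gene lists of ferroptosis and of glutathione synthesis and use, the readings of Fig. 3 and Fig. 4B, and the first set of alternatives. The rule names the genes that the paper's text gives for the liver transcriptome or its axis, the genes labelled in Fig. 4B, the genes of lists used in a test, and in each comparison the 3 genes with the largest and the 3 with the smallest log2 fold change among those past the thresholds whose groups do not overlap and that have an official symbol. The list read off Fig. 4A was made after the data had been seen.

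The pipeline was tested on simulated counts with 200 genes changed by a log2 fold change of 3, as many raised as lowered. Every simulated gene had the same spread between rats (a dispersion of 0.09), and no shift in the composition of the libraries was simulated. The deposited counts differ in these respects, so the shares called in the simulation do not carry over to them. The quasi-likelihood test called 196 of the 200 (98%) at the thresholds and 0 unchanged genes among 14121 simulated genes, where 9 unchanged genes had an adjusted p under 0.05. DESeq2 called 195 (97.5%) of the same genes, and edgeR's exact test called 199 (99.5%) among 14272 genes.

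The alternatives were DESeq2 1.42.0 with its size factors, library totals without TMM factors, no filter on low counts, at least 10 counts in every rat, all 3 groups in one fit, an adjusted p under 0.05 in place of the unadjusted P, an absolute log2 fold change above 1, and leaving out each rat in turn. Chosen after seeing the data were edgeR's exact test on genes with at least 2 counts in total, the same test on protein-coding genes with a mean FPKM above 1 in either group, and the deepest library (rat G27) thinned to the depth of the next deepest. The comparison of PZH administration with normal control rats was also added then, as was Fisher's exact test of the gene lists among the core nodes of Table S3.

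The interaction network and the KEGG pathway enrichment were not analysed here, because the link database and the pathway annotation are not among the files used. GC content was not analysed for the same reason. The serum, tissue staining, protein and cell experiments and the patient data have no values in the deposited table.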

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

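All results and tests in this part were chosen only after the result was seen, and they concern the comparison of PZH administration with normal control rats, which the paper does not report.

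Between these groups 310 of 13348 tested genes passed the paper's thresholds, 288 higher and 22 lower in the PZH administration rats, with adjusted p no larger than 0.028 in edgeR's quasi-likelihood test. The groups did not overlap in any of the 310, nor in 24.2% of all tested genes, where chance gives 10%. Of the 10 splits of these 6 rats into 3 and 3, 1 gave as many genes, the real one, and the next gave 16. With 3 rats against 3 this share cannot be under 0.1, so this test could not have excluded a chance division of the rats, and it decides nothing by itself. Greater depth of rat G27 was tested by thinning its counts, after which 98.1% of the 310 genes still passed. With library totals 96.5% of the genes past the thresholds were higher, against 92.9% with TMM, but library totals shift the median of all genes upward by 0.23 here, so this setting could not have removed the excess. Without the 100 most abundant genes, 99.4% of the 310 still passed. Across genes, the log2 fold change had a Spearman correlation of 0.13 with relative transcript length. Most of the 310 calls therefore did not rest on the extra reads of rat G27 or on the 100 most abundant genes. Thinning keeps the CPM of abundant genes, so for those it cannot decide whether depth contributes to the excess of higher genes. The correlation with transcript length was taken over all tested genes without a length correction, so it cannot decide whether length contributes. An effect of the scaling remains and the excess cannot be told apart from it by the settings run, and GC content was not analysed. The PZH administration rats had also received DEN, and whether DEN that PZH does not fully offset contributes stays open. On the log2 values of the HCC-related genes, rats G27, G28 and G42 lay at 0.32, 0.47 and 0.47 on a scale from the normal control mean (0) to the DEN model mean (1). In the genes that had risen, the log2 fold change after PZH was a median of 42.2% of that in the DEN model group. No test of this was run beyond these values.

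Slc7a11 was higher in the PZH administration rats than in the normal control rats by a log2 fold change of 6.96 (standard error 1.05, adjusted p = 0.0089 in edgeR's quasi-likelihood test), with all 3 PZH administration rats above all 3 normal control rats. Library totals, which shift all genes upward here, gave 7.22, a setting that could not have lowered it. With each rat left out in turn it stayed between 6.04 and 8.40. No alternative that was run brought it below the thresholds, the adjusted p running from 5.9e-13 to 0.043 over the alternatives. Because its counts in normal control rats were 0, 2 and 7, the size of the difference is imprecise.

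Gclm was higher in the PZH administration rats than in the normal control rats by 2.01 (standard error 0.38, adjusted p = 0.019) and Gclc by 1.84 (standard error 0.43, adjusted p = 0.042 in edgeR's quasi-likelihood test). Library totals gave 2.26 for Gclm and 2.11 for Gclc, and thinning rat G27 gave 2.00 and 1.84. In 5 of the 6 fits that left out a rat the adjusted p exceeded 0.05 for both genes, with log2 fold changes from 1.77 to 2.35 for Gclm and from 1.57 to 2.22 for Gclc. Neither library totals nor thinning could have removed these rises, since thinning keeps the CPM of genes this abundant and library totals shift all genes upward here, so neither tells whether depth or scaling contributes. No biological explanation was tested for them.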

How the results depend on the processing

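The edgeR exact test, the thinned library and every setting of the comparison with normal control rats were chosen only after the data had been seen. No paired analysis was possible because the groups share no replicate numbers. The alternatives on a pseudocount did not apply, since counts were tested, and those on pathway enrichment were not run. Library totals shift the median of all genes by 0.86 in the DEN model comparison and by -0.67 after PZH, and the cause of the other changes was not tested.

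The 1753 HCC-related genes became 2838 with an absolute log2 fold change above 1, 2783 with library totals (2559 higher and 224 lower, 92% higher against 71.6%, 1479 of them shared) and 938 with at least 10 counts in every rat (58.6% higher). The other settings stayed within 1.5 times, with 2400 at an adjusted p under 0.05, 2201 with DESeq2, 1842 without a filter, 1829 with all groups in one fit, 2598 with the exact test, 1993 with the exact test on protein-coding genes and from 1248 to 2033 across the 6 fits that each left out one rat.

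The 347 PZH effective genes became 692 at an adjusted p under 0.05, 813 with an absolute log2 fold change above 1, 652 with DESeq2, 925 with library totals (93 higher and 832 lower, 10.1% higher against 44.4%), 825 with the exact test, and, on protein-coding genes with the exact test, 618, or 1758 with an absolute log2 fold change above 1. They ran from 160 to 692 across the 6 fits that each left out one rat, with 44.9% to 63% higher. No filter gave 437, at least 10 counts in every rat 245, one fit for all groups 391 and the thinned library 346.

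The 312 reversed genes became 647 at an adjusted p under 0.05, 727 with an absolute log2 fold change above 1, 596 with DESeq2, 859 with library totals (774 and 85 in the 2 directions, 90.1% up and then down against 54.5%), 152 with at least 10 counts in every rat (43 up and then down and 109 down and then up, 28.3%) and 740 with the exact test, and ran from 148 to 638 with one rat left out, with 36.9% to 52.3% up and then down. The filter of 10 counts in every rat leaves out genes near 0 counts in normal control rats, so its change of balance cannot be told apart from the filter. In every setting run, the number of genes past the thresholds in the same direction in both comparisons was 0 (7 genes at an unadjusted P under 0.05 with the quasi-likelihood test).

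The 310 genes between PZH administration and normal control rats became 124 with at least 10 counts in every rat and 602 with the exact test, and ran from 187 to 405 with one rat left out.

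Of the Fig. 4B genes, 23 passed the thresholds in the DEN model comparison in the main setting and 16 in the PZH comparison. In the PZH comparison the exact test gave 25 and leaving out one rat gave 7 to 20, while in the DEN model comparison leaving out one rat gave 16 to 25 and the exact test 27. Of the ferroptosis list, 5 genes passed in the DEN model comparison, 11 with library totals and 19 at an adjusted p under 0.05 without a fold-change threshold. In the PZH comparison 3 passed with TMM, 2 higher and 1 lower, and 3 with library totals, 0 higher and 3 lower, with 1 gene shared, and 9 had an adjusted p under 0.05. The core nodes were unaffected by letter case, with 506 and 99 symbols past the thresholds.

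Slc7a11 fell after PZH in every alternative, by log2 fold changes from -4.38 to -2.96 with one rat left out. The change of Gclc after PZH ran from -0.36 to 0.28 with one rat left out and reversed to 0.28 without rat G27, and in the comparison with normal control rats Gclc ran from 1.57 to 2.22 and Gclm from 1.77 to 2.35. Gpx4 reversed with library totals, to 0.19 in the DEN model comparison and to -0.57 after PZH, in line with the shift of all genes, while DESeq2 gave -0.64 and 0.10, and to -0.01 after PZH without rat G27 (range -0.01 to 0.24). Afp rested on rat M24, without which it reversed to -0.34 in the DEN model comparison (range -0.34 to 2.91) and to 0.63 after PZH (range -2.63 to 0.63).

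Among 105 other results per setting, DESeq2 changed 6 (all stronger), library totals 18 (2 weaker, 14 stronger and 2 reversed), one fit for all groups 3 (1 weaker, 2 stronger) and the exact test 8 (1 weaker, 7 stronger). Depth limits genes near the floor, as Slc7a11 in normal control rats, whose fold change is imprecise.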

Differences from the paper's values

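The exact-test settings below were chosen only after seeing the paper's values.

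The paper gives 1757 PZH effective genes, and 347 were found here. None of the alternatives set before the data were examined closed the gap; the nearest was library totals with 925. The paper gives 781 up-regulated genes against 154 here, and no alternative set before the data were examined closed this gap, the largest value being 363 with an absolute log2 fold change above 1. The paper gives 976 down-regulated genes against 193 here. Of the alternatives set before the data were examined, library totals alone came within 1.5 times, with 832. That setting shifts all genes downward and gave 93 up-regulated genes, so it does not account for the paper's counts. The exact test on protein-coding genes with a mean FPKM above 1 and an absolute log2 fold change above 1, chosen after seeing the values, gave 1758 genes with 781 up and 977 down. On the same kind of genes, the authors' deposited log2 fold changes and P-values also gave 1758, 781 and 977 above 1. Above 2 they gave 618. The counts in the paper's text therefore go with a fold-change threshold of 1 rather than the stated 2.

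The paper's Table S2 lists 618 genes, of which 237 are up-regulated and 381 down-regulated, against 347, 154 and 193 here. For the total, these alternatives set before the data were examined came within 1.5 times: an adjusted p under 0.05 (692), an absolute log2 fold change above 1 (813), DESeq2 (652), library totals (925), no filter (437) and leaving out rat M17 (692). At least 10 counts in every rat, one fit for all groups and leaving out any other rat did not. For the up-regulated genes, an adjusted p under 0.05 (255), DESeq2 (258), no filter (190) and one fit for all groups (189) closed the gap, and the other alternatives did not. For the down-regulated genes, an adjusted p under 0.05 (437), an absolute log2 fold change above 1 (450), DESeq2 (394) and leaving out rat M17 (334) closed it, and the others did not. The exact test on protein-coding genes with a mean FPKM above 1, chosen after seeing the values, gave 618 genes, with 237 up and 381 down. With the same setting the DEN model comparison gave 1993 genes, 1470 up and 523 down, equal to the paper's counts.

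Fig. 4B and Table S2 count Slc7a11 among the genes past the thresholds after PZH, where its unadjusted P was 0.0058 in edgeR's quasi-likelihood test. An adjusted p under 0.05 with an absolute log2 fold change above 2, set before the data were examined, counted it as changed (adjusted p = 0.038), as did the exact test, chosen after seeing the values, and no other setting did. Table S1 lists Gclc, whose log2 fold change of 1.98 was under 2. It was counted as changed with an absolute log2 fold change above 1, library totals, no filter, at least 10 counts in every rat, without rat N3, without rat M24 and with the exact test. Fig. 4B labels Fgf21 as changed in the DEN model comparison, and Akr1c3, Aqp3, Cbs, Enpp2, Hamp and Muc1 as changed after PZH, which did not pass here. DESeq2, set before the data were examined, counted all of these but Cbs. All but Hamp were counted at an adjusted p under 0.05 in place of the unadjusted P, also set then. Library totals counted Aqp3 and Muc1, one fit for all groups and no filter each counted Enpp2, and leaving out rat M17 counted Akr1c3, Aqp3, Cbs and Enpp2. The exact test, chosen after seeing the values, counted all 7. Duox2, labelled in both panels, had 694, 4 and 1265 counts in the DEN model rats and was removed by the filter on low counts. It was counted as changed in the DEN model comparison without a filter, and in both comparisons without rat M17 and with the exact test. The text names ferroptosis as a pathway highly enriched among the candidate targets, while 0 of the 50 entries of Table S4 contain the word. Of the ferroptosis list, 6 of 36 tested genes are core nodes (16.7% against 4.3% of other tested symbols, one-sided Fisher's exact test, p = 0.0043, chosen after seeing the values).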

Other observations

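The tests of the splits behind the counts of HCC-related and PZH effective genes, of the DEN model rats shared by both comparisons and of the sex of the rats were set beforehand, and all other tests in this part were chosen only after the result was seen.

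Of the 10 splits of the 6 rats of each comparison into 3 and 3, 1 gave as many genes past the thresholds as the real split, the real one itself. This held for the HCC-related genes, the PZH effective genes, the ferroptosis list in both comparisons, the Fig. 4B genes in both and the core nodes in both. The next largest split gave 1 gene in the DEN model comparison and 3 in the PZH comparison. As the share cannot be under 0.1 with 3 rats against 3, this test could not have excluded a chance division of the rats, and it decides nothing by itself. Of 100 assignments of the 9 rats to the 3 groups, 1 gave as many reversed genes, the real one, and the next gave 5. For the 312 reversed genes this goes against a chance division of all 9 rats. Because the draws also reassign the DEN model rats, they do not test a chance division between DEN model and PZH administration rats alone.

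HCC-related genes move the opposite way in the PZH comparison, and the same DEN model rats are in both comparisons, which might produce this. With separate DEN model rats for each comparison the correlation across 14119 genes was at its weakest -0.80, against -0.91 with shared rats, so sharing does not account for the opposite directions.

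Genes of male-specific liver expression fell in the DEN model rats, with a median log2 fold change of -10.73 over 5 identifiers of 4 genes. Mup4 among them is at the floor in the DEN model rats, so its fitted fold changes, which enter this median, are imprecise. The genes had a median of 9.39 after PZH, and stood at -1.15 in the PZH administration rats against the normal control rats. Rats of another sex were tested with the Y-linked genes Kdm5d and Eif2s3y. All 9 rats had more than 3 counts of both, so the presence of female rats is not borne out. Exchanged labels among male rats would leave these counts unchanged, so the test cannot decide on mislabelled animals. A general fall of abundant transcripts was tested with 10000 random lists matched on expression, of which 0% had a median as low (the random median was -1.58 and the lowest -5.28), so it does not account for the fall. The Cyp2c and Mup genes belong to families whose copies may share reads, which was not tested, so the size of the fall is uncertain. Of 5 tested genes of female-specific liver expression, 2 were higher and 3 lower in the DEN model rats, with a median log2 fold change of -1.64. All 5 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, so falls were not limited to male-specific genes. A loss of the male pattern of liver expression in the DEN model rats is a candidate explanation, and it stays a hypothesis.

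The fall of Slc7a11 after PZH may come from a smaller share of altered tissue in the PZH samples. Among 218 genes at least 64-fold higher in the DEN model rats, the log2 fold changes after PZH had a median of -2.43, with a 5th percentile of -4.73 and a 95th percentile of -0.43, and Slc7a11 lay at percentile 22. The explanation remains, and it cannot be told apart from a regulation of Slc7a11 itself in these data. The log2 fold change of Slc7a11 after PZH was 33.1% of its log2 fold change in the DEN model group. This ratio on the log2 scale is not the share of its rise in CPM that was undone.

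Slc7a11 was lower in DEN model rat M17 than in M13 and M24. Over the 1753 HCC-related genes, M17 lay at 0.79 on a scale from the normal control mean (0) to the other DEN model rats (1), just below the line of 0.8 set for the test, so a smaller share of altered tissue in this sample may explain it and remains, close to that line. On the same genes G27, G28 and G42 lay at 0.32, 0.47 and 0.47.

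Of 18 tested genes that the transcription factor Nrf2 activates, 17 had an adjusted p under 0.05 in the DEN model comparison in edgeR's quasi-likelihood test, with a median log2 fold change of 2.54. After PZH 6 did, with a median of -0.71, and 12 did between PZH administration and normal control rats, with a median of 1.79. The medians of 8 proliferation genes were 4.09, -1.22 and 2.81 in these 3 comparisons, those of 8 stellate cell and matrix genes 3.05, -1.44 and 1.34, and those of 8 hepatocyte genes -1.86, 1.48 and -0.44.

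Among genes the paper discusses elsewhere, Ptk2, the gene of FAK, had log2 fold changes of 0.19 (standard error 0.15, adjusted p = 0.35) in the DEN model comparison and -0.12 (adjusted p = 0.63 in edgeR's quasi-likelihood test) after PZH. Library totals moved these to 1.05 and -0.78. Tfrc rose by 1.90 (adjusted p = 0.0029) and changed by -0.64 after PZH (adjusted p = 0.25 in the same test). Afp changed by 2.38 (adjusted p = 0.091) and -2.11 (adjusted p = 0.19 in edgeR's test), and rat M24 alone had 206 CPM, against 8.97 in M13 and 14.1 in M17.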
